# H3K27 demethylases are dispensable for activation of Polycomb-regulated injury response genes in peripheral nerve

**DOI:** 10.1016/j.jbc.2021.100852

**Published:** 2021-06-04

**Authors:** Phu Duong, Ki H. Ma, Raghu Ramesh, John J. Moran, Seongsik Won, John Svaren

**Keywords:** Polycomb, demethylase, histone, Schwann, nerve, injury, PRC, Polycomb repressive complex, SUZ12, suppressor of zeste 12

## Abstract

The induction of nerve injury response genes in Schwann cells depends on both transcriptional and epigenomic reprogramming. The nerve injury response program is regulated by the repressive histone mark H3K27 trimethylation (H3K27me3), deposited by Polycomb repressive complex 2 (PRC2). Loss of PRC2 function leads to early and augmented induction of the injury response gene network in peripheral nerves, suggesting H3K27 demethylases are required for derepression of Polycomb-regulated nerve injury genes. To determine the function of H3K27 demethylases in nerve injury, we generated Schwann cell–specific knockouts of H3K27 demethylase *Kdm6b* and double knockouts of *Kdm6b/Kdm6a* (encoding JMJD3 and UTX). We found that H3K27 demethylases are largely dispensable for Schwann cell development and myelination. In testing the function of H3K27 demethylases after injury, we found early induction of some nerve injury genes was diminished compared with control, but most injury genes were largely unaffected at 1 and 7 days post injury. Although it was proposed that H3K27 demethylases are required to activate expression of the cyclin-dependent kinase inhibitor *Cdkn2a* in response to injury, Schwann cell–specific deletion of H3K27 demethylases affected neither the expression of this gene nor Schwann cell proliferation after nerve injury. To further characterize the regulation of nerve injury response genes, we found that injury genes are associated with repressive histone H2AK119 ubiquitination catalyzed by PRC1, which declines after injury. Overall, our results indicate H3K27 demethylation is not required for induction of injury response genes and that other mechanisms likely are involved in activating Polycomb-repressed injury genes in peripheral nerve.

Myelination of peripheral nerve axons by Schwann cells has multiple important functions including trophic support, structural integrity, and enabling saltatory conduction (1, 2). These attributes allow robust transmission of action potentials and maintain axon homeostasis. However, the intrinsic plasticity of Schwann cells to promote repair of peripheral nerves involves several regenerative processes in response to Wallerian degeneration of axons, including both macrophage recruitment and clearance of myelin debris (3, 4, 5). Schwann cells reprogram themselves to support axon regeneration and undergo a transformation from a highly quiescent state to active repair cells that elongate to form Bungner bands that facilitate axon regeneration (6, 7, 8). These elaborate cellular behaviors do not depend on a stem cell niche (9) but rather reflect an innate ability of terminally differentiated Schwann cells to undergo a dramatic transdifferentiation to a more proliferative, proregenerative state called the repair Schwann cell (6).

The reprogramming is supported by an array of epigenetic changes converging into the overall response to simulate axon regeneration. After the nerve damage, substantial reshaping of the transcriptome occurs through dramatic changes in transcription factors as well as dynamic changes in acetylation and methylation of histones in Schwann cells (10, 11, 12, 13, 14). Among the most important transcription factors essential for nerve repair in Schwann cells is JUN, an AP-1 component that is required and sufficient for activation of many injury genes (8, 15). For many JUN target genes and other genes activated by injury, the basal levels of these aforementioned genes are low or absent in mature Schwann cells prior to injury due to repressive H3K27me3 made by the Polycomb repressive complex 2 (PRC2) (8, 12, 13, 14, 16). For instance, glial derived neurotrophic factor (*Gdnf*) is one of the PRC2-regulated genes important for nerve regeneration (17). Sonic hedgehog (*Shh*) is another highly induced gene that promotes regeneration (18). In our previous studies, we found that derepression of many nerve injury genes is accompanied by H3K27 demethylation after injury (12, 13, 14).

Canonical PRC2 is composed of core subunits including the lysine methyltransferases EZH1/2, suppressor of zeste 12 (SUZ12), and embryonic ectoderm development (EED) (19, 20), and there are a number of accessory subunits that play important roles. A Schwann cell–specific *Eed* conditional knockout mouse model exhibited premature induction of nerve injury genes in uninjured nerves (12). Moreover, the nerve injury experiment showed that *Eed* cKO mice had premature and/or augmented induction of nerve injury genes after injury (13), demonstrating the importance of H3K27me3 in repression of the injury-related program. In line with these findings, chromatin immunoprecipitation (ChIP) studies indicated that the promoters and gene bodies of many nerve injury genes in Schwann cells showed loss of H3K27me3 after injury (12), indicating that this histone mark acts as a switch for transcriptional induction.

Given that the Schwann cell responses to nerve injury are accompanied by H3K27me3 reprogramming, this provides a novel system to test the requirements for activation of PRC2 repressed gene networks that support axonal regeneration and proliferation. We hypothesized that active removal of H3K27me3 by H3K27 demethylases JMJD3/KDM6B and UTX/KDM6A is required for induction of the nerve injury network in Schwann cells after injury. JMJD3 and UTX proteins belong to the Jumonji family containing the catalytic JMJC protein demethylase domain (21). These H3K27 demethylases have been shown to be required for activation of Polycomb-repressed genes in other systems, including neural progenitor cell development and T cell differentiation (22, 23, 24). However, other demethylase-independent mechanisms for derepression have been characterized (25) and PRC2 repression is linked with PRC1 repression, which involves monoubiquitination of H2A (H2AK119ub1) (19). Therefore, we have also more fully characterized the repressed state of nerve injury genes by profiling H2AK119ub1 made by Polycomb repressive complex 1 (PRC1).

Previous studies suggested that JMJD3-mediated demethylation of H3K27 limits Schwann cell proliferation after injury by activation of the *Cdkn2a* gene (26). *Cdkn2a* encodes both INK4A/p16, which is a cyclin-dependent kinase inhibitor and tumor suppressor, and p19/ARF, an important regulator of p53 activation. Consistent with this model, the Schwann cell–specific knockout of *Eed* led to persistent *Cdkn2a* expression and a failure of Schwann cells to proliferate after injury (13). Of interest, studies showed that neurofibromas caused by *NF1* mutation most often transition to malignant peripheral nerve sheath tumor through the co-mutation of PRC2 subunit genes and *CDKN2A* (27, 28, 29). Therefore, we sought to test the hypothesis that *Jmjd3/Kdm6b* and *Utx/Kdm6a* are required to activate *Cdkn2a* (p16 and p19) and other injury genes after injury.

## Results

### Conditional inactivation of *Jmjd3* and *Utx* in Schwann cells

To test the involvement of H3K27 demethylases in activation of the Schwann cell injury program, we made a conditional deletion of *Jmjd3/Kd*m6b specifically in Schwann cells using the *Mpz*-cre driver (30). The conditional allele (*Jmjd3* f/f) has exons 14 to 20 of the *Jmjd3* gene flanked by loxP sites (31) (Fig. 1*A*). This would result in deletion of the catalytic Jumonji domain, at E13.5 to 14.5 stage in Schwann cells, causing a frameshift in the C terminus of the protein. We validated the knockout of *Jmjd3* gene using quantitative RT-PCR with primers located within the deleted exons. The results showed ~76% loss in *Jmjd3* expression in mutant intact nerves compared with control intact nerves (Fig. 1*C*), which corresponds to the proportion of Schwann cells in peripheral nerve (12).

**Figure 1:**
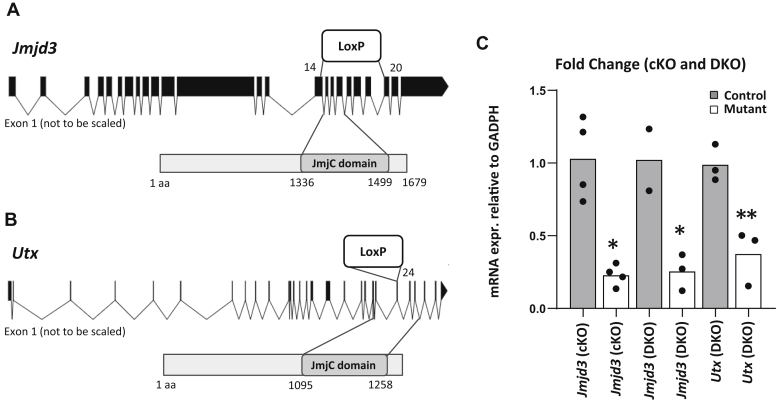
**Schwann cell–specific knockout of H3K27 demethylases.***A*, in the *Jmjd3* locus, the catalytic domain in exons 14 to 20 is flanked by loxP sites. *B*, similarly, the UTX locus contains the floxed 24th exon that would impair the catalytic function upon excision. *C*, qRT-PCR analysis of RNA extraction from distal stumps of control and DKO sciatic nerves 1 day after cut was performed. N = 4 for control and n = 4 for single *Jmjd3* cKO. n = 2 for control and n = 3 for DKO nerves. Data: mean ± SD; ∗∗*p* < 0.005, ∗*p* < 0.05 (one-way ANOVA).

In order to test for potential redundancy in H3K27 demethylation, we also knocked out the other major H3K27 demethylase, *Utx/Kdm6a*, which is also expressed in RNA-Seq profiles of peripheral nerve (13, 32, 33). *Utx* is an X-linked gene composed of 29 exons (34), and the conditional allele contains loxP sites surrounding exon 24 coding for the catalytic domain of *Utx* (35) (Fig. 1*B*). After breeding this allele to the Mpz-cre driver line, we found a similar loss of ~70% of *Utx* expression in peripheral nerve from single and double knockouts (Fig. 1*C*). As seen in previous studies using Mpz-cre (14), the residual *Jmjd3* and *Utx* expression is likely due to the presence of non-Schwann cell types in peripheral nerve.

### Developmental effects of inactivating H3K27 demethylases

Before testing the involvement of *Jmjd3* and *Utx* in nerve injury, we evaluated whether deletion of *Jmjd3* and *Utx* affects Schwann cell development. In our previous analysis of the *Eed* knockout, peripheral nerve development was relatively normal up to 2 months of age, with development of hypermyelination and Remak bundle fragmentation at later time points (14). However, in the *Jmjd3/Utx* conditional knockouts, there are no obvious behavioral phenotypes typically found in peripheral neuropathy such as hindlimb clasping even up to 7 months of age, and visual inspection showed the normal opaque appearance of myelinated nerve. Despite the apparent lack of such behavioral phenotype, we examined nerve ultrastructure by performing electron microscopy analysis of sciatic nerve in the Schwann cell–specific double knockout of *Jmjd3* and *Utx*.

The electron microscopy images of mature myelin in sciatic nerves of ~2-month-old mutant mice showed a normal distribution of axon diameters and myelin sheaths compared with controls (Fig. 2*A*). Myelin thickness was measured using the g-ratio, which is axon diameter divided by outer diameter of myelin sheath, which is plotted against the axon diameter. The linear regressions of both distribution plots for both control and mutant mice are virtually aligned, indicating no significant difference in myelin thickness compared with control (Fig. 2*B*). The number of myelinated fibers is also comparable in both genotypes.

**Figure 2:**
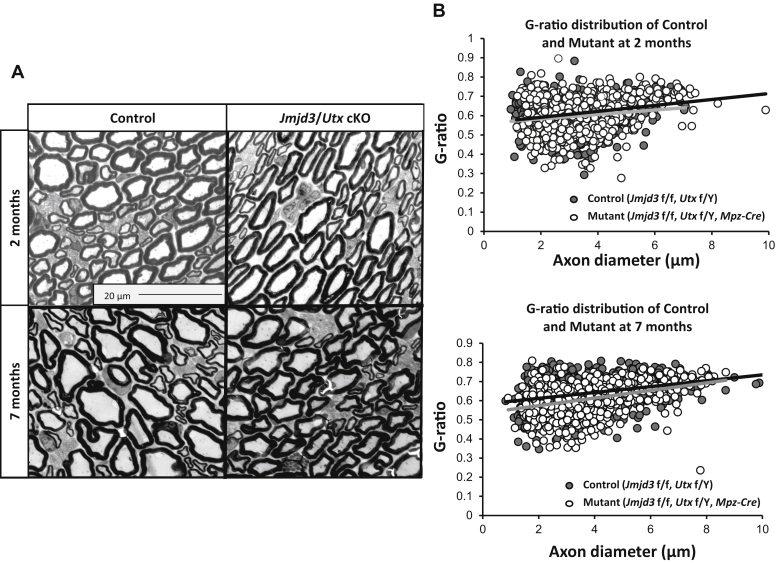
**Schwann cell H3K27 demethylase activity is not required for development.***A*, electron micrographs of the sciatic nerves at the indicated developmental time points of nerves of *Jmjd3/Utx* DKO mice and littermate controls. Scale bar represents 20 μm. *B*, for g-ratio analysis (axon diameter/diameter of myelinated fiber), the diameter of axon and outer diameter of myelinated fiber were measured on over 900 randomly selected fibers per genotype. Data: n = 3 per genotype and age.

Our previous analysis of the *Eed* knockout identified progressive defects in hypermyelination and Remak bundle integrity at later time points (14). Therefore, we also harvested the sciatic nerves of 7-month-old double knockout mice and processed for electron microscopy imaging. The morphology is similar between mutant and control genotypes as no deformities were observed in the mutant nerve (Fig. 2*A*). Abnormalities like myelin outfolding and development of tomacula caused by excess myelin membranes were observed in the *Eed* knockout (14). However, no myelin pathology is seen in Schwann cell–specific knockout of the two H3K27 demethylases. Although we had observed some difference in Remak bundles in *Eed* cKO mice (14), they appear to be intact in mutants, similar to those of controls and no major deformity is consistently observed in the double knockout nerves. Therefore, H3K27 demethylase activity is not required for myelin development or maintenance.

### Control of proliferation after injury

It had been reported that JMJD3 is induced after injury (26), which was proposed to regulate Schwann cell proliferation after injury by removing H3K27 methylation from the *Cdkn2a* gene that encodes both p16 and p19 tumor suppressor proteins. However, examination of nerve injury RNA-Seq datasets did not show that *Jmjd3* is induced at the transcript level (13, 33). Although there could be posttranscriptional induction of JMJD3, we found that JMJD3 protein is expressed even before injury in Schwann cells in contrast to the earlier findings (Fig. 3*A*). We tested the specificity of our antibody using siRNA for *Jmjd3* in the cultured S16 cells (Fig. S1). In addition, the protein level of JMJD3 did not appear to significantly increase after nerve injury, as measured by the immunofluorescence and Western blot. Nonetheless, JMJD3 could regulate nerve injury gene induction at 1 day post injury (dpi) even in the absence of induced protein levels.

**Figure 3:**
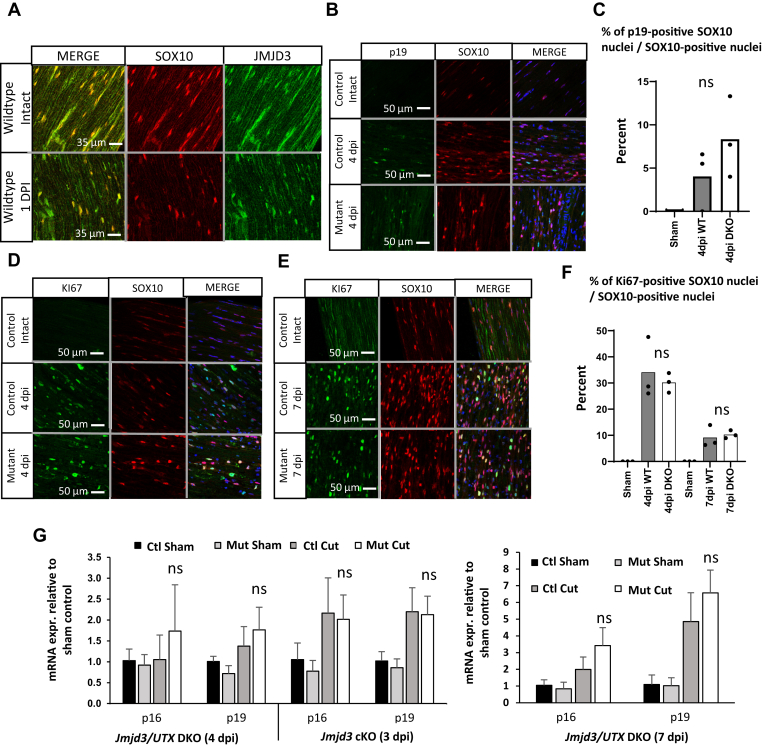
**H3K27 demethylase activity is dispensable for Schwann cell proliferation after nerve injury.***A*, immunofluorescence analysis of the longitudinal sections from distal stumps of wildtype sciatic nerves 1 day post injury (dpi) was performed using the indicated antibodies. n = 3 for control and n = 3 for 1 dpi nerves. *B*, immunofluorescence analysis to measure p19, a cell cycle inhibitor, was performed in the sections of control and DKO sciatic nerves at 4 days after crush. *C*, the quantification of p19 at 4 dpi. *D* and *E*, immunofluorescence analysis to measure Ki67, a cell proliferation marker, was performed in the sections of control and DKO sciatic nerves at various time points after injury utilizing both transection and crush. *F*, the quantification of Ki67. *G*, qRT-PCR analysis was used to identify the expression level of p19 and p16 transcripts of *Cdkn2a* from *Jmjd3* cKO and DKO and control sciatic nerves of uninjured condition or 3 days after cut/4 days after transection/crush or 7 days after cut. Expression levels were normalized with *Gapdh*. Data: mean ± SD; n = 6 for sham and n = 6 for 3 dpi *Jmjd3* cKO, n = 4 for sham and n = 4 for 4 dpi DKO, and n = 3 control and n = 5 for 7 days postcut DKO (one-way ANOVA). Ns, not significant

The normal induction of *Cdkn2a* (p16 and p19 transcripts) occurs at 3 to 7 days after injury, and earlier data suggested that JMJD3 would be required for this induction (26). In partial support of this model, we had previously investigated the effect of H3K27me3 depletion in Schwann cell–specific *Eed*-cKO mice and found constitutively high *Cdkn2a* transcript expression (p19 and p16) along with reduced proliferation of Schwann cells after injury (13). Therefore, this model would predict that loss of H3K27 demethylases in Schwann cells would result in increased proliferation owing to the inability to derepress *Cdkn2a* after injury. To test if *Jmjd3* is required for *Cdkn2a* induction and regulation of cell proliferation after peripheral nerve injury, we performed immunofluorescence for p19 and Ki67 at 4 days after nerve crush. We quantitated the number of cells positive for p19 and Ki67 along with Schwann cell marker SOX10. In the *Jmjd3/Utx* double knockout, we found that there was no difference from control at the 4-dpi time point for both p19 induction and proliferation (Fig. 3, *B* and *C*). Since proliferation normally subsides by 14 days after injury, it is possible that the proliferation would be maintained longer in the absence of *Jmjd3* and *Cdkn2a* induction. However, the level of proliferation at longer time points after injury, at both 7 and 14 dpi, was not significantly different from control (Fig. 3, *D*–*F* and Fig. S2). In addition, we also determined the transcript levels of p16 and p19 transcripts of *Cdkn2a* using qRT-PCR at 3/4 and 7 dpi. We found no significant difference between genotypes (Fig. 3*G*). Therefore, neither *Jmjd3* nor *Utx* is required for *Cdkn2a* induction, and their deletion has no major effects on proliferation after injury.

### H3K27 demethylases are not required for macrophage infiltration after nerve injury

Another major component of the nerve injury response involves Schwann cell production of chemokines (*e.g.*, *Mcp1*/*Ccl2*) that recruit macrophages that clear out the myelin debris that can inhibit axonal regeneration (36, 37, 38, 39). To test whether the demethylase knockout may have effects on the activities of immune cells, we examined the CD68 macrophage marker by immunofluorescence to assess macrophage infiltration and observed no significant difference between genotypes at 4 and 14 dpi (Fig. 4, *A* and *B*), indicating that demethylases are not required for macrophage recruitment by Schwann cells in injured nerve.

**Figure 4:**
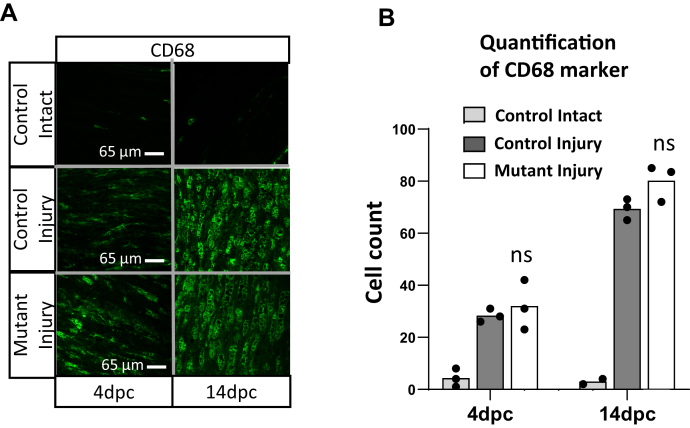
**H3K27 demethylase activity is not required for macrophage recruitment after nerve injury.***A*, immunofluorescence analysis of the longitudinal sections from distal stumps of control and *Jmjd3/Utx* cKO sciatic nerves at various time points after crush was performed using the indicated antibodies. *B*, quantification of CD68. Data: n = 3 for control and n = 3 for DKO nerves at 4 dpc and n = 2 for control and n = 3 for 14 dpc.

### Regulation of nerve injury genes by H3K27 demethylases

We had found that a significant subset of nerve injury genes is regulated by PRC2, including *Shh* (Fig. 5*A*), *Gdnf*, and *Runx2* (12, 13, 14). Several of these genes are rapidly induced after injury within 24 h, whereas the levels of other injury-induced transcripts become induced at later time points (3–7 days) (13). Therefore, we hypothesized that the *Jmjd3* and *Utx* knockouts would block the transcriptional induction of many of these genes after nerve injury. We utilized quantitative RT-PCR analysis of sciatic nerve RNA in sham and injured nerve from both the single knockout of *Jmjd3* and double knockout of *Jmjd3/Utx* mouse lines to measure the injury induction of selected PRC2-repressed genes. Although there are other cell types in nerve, the downstream response of nerve injury genes like *Shh* and *Gdnf* is specific to Schwann cells (8, 33). In the *Jmjd3/Utx* conditional knockout, qRT-PCR experiments with 1 and 4 dpi RNA samples of DKO nerve were conducted (Fig. 5, *B* and *C*). We observed that the induction of *Shh*, *Gdnf*, and *Fgf5* was modestly impacted in double knockouts at 1 dpi compared with control. However, the induction of these genes recovered to normal injury-induced levels at 4 dpi.

**Figure 5:**
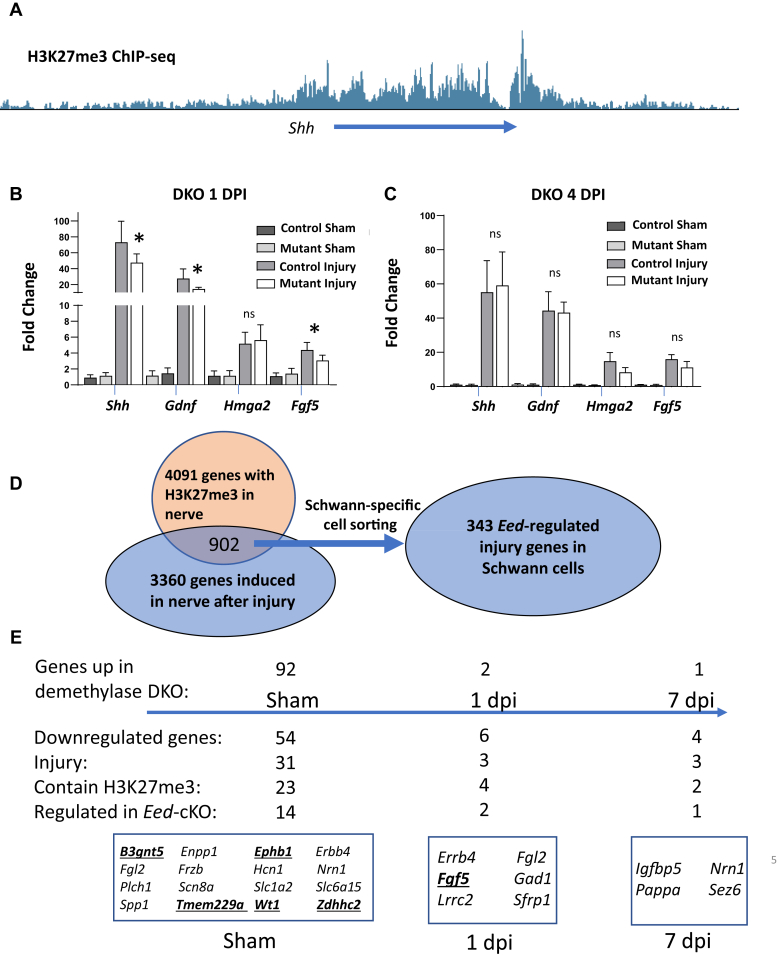
**H3K27 demethylase activity is not absolutely required for the induction of nerve injury genes.***A*, ChIP track of Sonic hedgehog (*Shh*) locus shows the association of repressive H3K27me3. *B*, qRT-PCR analysis was used to identify the expression level of injury-responsive genes from 2-month *Jmjd3* cKO and control sciatic nerves in uninjured condition or 1 day after transection. Expression levels were normalized with *Gapdh*. Data: mean ± SD; *asterisks* indicate *p*-value between genotypes in the respective condition. ∗*p* < 0.05; n = 5 for control and n = 7 for DKO (one-way ANOVA). *C*, qRT-PCR analysis displays the expression of indicated nerve injury genes in distal stumps of nerves, indicated genotypes 4 days after crush. Data: mean ± SD; *asterisks* indicate *p*-value between genotypes in the respective condition. ∗*p* < 0.05; n = 6 for control and n = 6 for DKO (one-way ANOVA). *D*, the Venn diagram shows intersection of gene sets with H3K27me3 and known injury genes. The list of 4091 genes with H3K27me3 was filtered by >10 peak score (13). The combined 1 and 7 dpi list of 3360 unique injury genes was obtained from the RNA-Seq datasets (13, 32), filtered by <0.05 *p*-value and >2-fold change. The gene list was further filtered for Schwann cell–specific expression using published cell sorting data (33). *E*, tables summarize and highlight the downregulated genes from DKO samples compared with control with significant *p*-values across sham and 1, and 7 days after injury.

We observed no significant changes in the induction of several nerve injury genes such as *Shh*, *Gdnf*, *Fgf5*, *Runx2*, and *Hmga2* in the *Jmjd3* knockout at 1 dpi (Fig. S3*A*). In contrast, the induction of *Fgf5* and *Hmga2* was slightly reduced at 3 dpi (Fig. S3*B*). At 7 dpi in *Jmjd3* cKO, all of the genes with the exception of *Fgf5* recovered to the levels observed in the wildtype mice (Fig. S3*C*).

We assessed H3K27 demethylase dependence of global gene expression by performing RNA-Seq at 1 and 7 days post nerve transection. 

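*Kdm6a*, which encodes UTX and lies on chromosome X of GRCm38 from 18160862 to 18279936, gave 56.7 ± 3.46 CPM (counts scaled to a common library total; SD, n = 3 mice) in control sham nerves and 44.1 ± 2.71 CPM (SD, n = 5) in DKO sham nerves. Each DKO sham nerve lay below each control sham nerve, and the log2 fold change was -0.36 (SE 0.0898, adjusted p = 0.479 from the quasi-likelihood test of edgeR). At 7 dpi the gene gave 58.8 ± 4.63 CPM (SD, n = 3) in controls and 52.3 ± 6.10 CPM (SD, n = 5) in the DKO. *Kdm6b*, which encodes JMJD3 (chromosome 11, 69398508 to 69420367), gave 6.67 ± 3.05 CPM in control and 8.59 ± 2.69 CPM in DKO sham nerves, and 34.6 ± 9.65 and 32.3 ± 6.62 CPM at 7 dpi (SD, n = 3 and 5). The floxed alleles remove only some exons of each gene, the counts cover the whole gene, and a nerve holds cells without the *Mpz*-cre transgene. These counts therefore do not measure the deletion.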

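The 1 dpi libraries came from 4 control mice (1 male and 3 female) and 5 DKO mice (4 male and 1 female). The sham and 7 dpi libraries came from 3 control and 5 DKO male mice, each of which gave its transected nerve and the uncut nerve of the other side. All DKO mice and no control mice carried the transgene. The labels give 1 day after injury for the sham and 7 dpi samples, and the time point stated in the paper is used. RNA was sequenced from stranded total RNA libraries, and the authors mapped the reads to mm10. They deposited raw counts, and whether counting took the strand into account is not stated, so genes that overlap on opposite strands may share reads. Each sham and 7 dpi library was deposited as 2 sequencing lanes, which were summed. The second lane of control mouse 14 at 7 dpi was left out, because it is identical in all 36949 rows to the second lane of DKO mouse 4 at 7 dpi. Total counts per library were 12350326 to 13201352 in control sham (median 12374665) and 11595952 to 14886273 in DKO sham nerves (median 13395839). They were 5899768 to 11356882 in control 7 dpi (median 11152533) and 9724045 to 11989491 in DKO 7 dpi nerves (median 11615623). At 1 dpi they were 12223259 to 13244497 in control (median 12722021) and 11767516 to 15869486 in DKO nerves (median 13482996). The 1 dpi table holds RNA counts for 129311 entries, of which 53242 carry only a protein accession, and gene lists were not tested at 1 dpi. The 1 dpi values of *Fgf5*, *Sfrp1*, *Fgl2* and *Gad1* each come from a single entry with a protein accession. DKO and control libraries of each condition were compared with edgeR after TMM normalization and a filter on low counts, at an adjusted p under 0.05.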

We identified differentially expressed genes by comparing two datasets (1 dpi DKO *versus* 1 dpi control, 7 dpi DKO *versus* 7 dpi control). 

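*Fam135b*, a gene of little known function on chromosome 15 (71438951 to 71728434), was higher in the DKO at both times after injury. At 1 dpi its transcript gave 19.8 ± 5.91 CPM (SD, n = 5) in DKO nerves and 1.03 ± 0.336 CPM (SD, n = 4) in controls, a 19.0-fold difference with a log2 fold change of 4.25 (SE 0.303, adjusted p = 2.18e-04 from edgeR). At 7 dpi it gave 3.55 ± 0.812 CPM (SD, n = 5) in the DKO, against 0.0300 ± 0.0520 CPM (SD, n = 3) in controls, where its count was 1 in mouse 10 and 0 in the others (adjusted p = 0.00494). A nearby predicted gene, *Gm5217* (71309734 to 71311506), gave 4.07 CPM in the DKO and 0.162 CPM in controls at 1 dpi and did not pass the test (adjusted p = 0.223, in a range of 2.17e-10 to 1 over its alternatives). DESeq2 and edgeR with no low-count filter called it higher, as did edgeR without DKO mouse 5 (adjusted p = 0.00557). No transcript or gene was lower in the DKO at either time by edgeR, among 33051 tested at 1 dpi and 16956 at 7 dpi. At an unadjusted p under 0.05, 718 were lower at 1 dpi and 285 at 7 dpi. DESeq2 called 5 lower at 1 dpi and 7 at 7 dpi, edgeR with no low-count filter 7 and 4, and limma voom 0 and 1. DKO and control libraries did not overlap in 1.82% of the entries at 1 dpi, where chance gives 1.59%, and in 2.75% of the genes at 7 dpi, where chance gives 3.57%. The call of *Fam135b* at 7 dpi ended without control mouse 3, 10 or 14 (adjusted p = 0.0965, 0.104 and 0.0526), and without DKO mouse 12 there were 2 calls, *Fam135b* and *Mpz*. It also ended with a mean count of at least 50, in the second lane alone, with all 4 groups in one fit, and with the copied lane counted.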

After injury, there were only a few genes that were significantly lower in the DKO (<0.05 *p*-value, FDR corrected). Several studies have characterized the nerve injury program in Schwann cells using RNA-Seq (13, 32, 33), and ChIP-seq analysis identified 4091 genes associated with H3K27me3 in intact nerves (12, 13, 14). Using these datasets, we had identified injury-induced genes that are associated with H3K27me3 resulting in 902 genes and refined them using RNA-Seq analysis of sorted Schwann cells after nerve injury (33) to ensure that their induction occurs in Schwann cells. Of these, there were 343 injury-induced genes that were found to be regulated by PRC2, since they were induced in the *Eed* cKO before and/or after injury (Fig. 5*D*).

At 1 dpi, there are only six genes that are significantly lower in the double knockout (Fig. 5*E*), and three of them are previously defined as PRC2-regulated injury genes (*Fgf5*, *Sfrp1*, *Erbb4*). 

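*Erbb4* gave 7.16 ± 2.63 CPM (SD, n = 5) in DKO nerves at 1 dpi and 21.8 ± 7.14 CPM (SD, n = 4) in controls, 3.05-fold lower. The male control had the lowest control value, 11.9 CPM, near the highest DKO value of 11.4 CPM, also in a male, and with sex as a covariate the log2 fold change of *Erbb4* was -1.38. The only female DKO nerve gave 5.64 CPM and the female controls 21.9 to 27.3 CPM, normalized before the low-count filter. The male control was also the only 1 dpi control without a floxed *Kdm6a* allele, so sex and allele cannot be told apart among these controls. *Fgf5* (chromosome 5 of GRCm38, 98254184 to 98277033) was 2.24-fold lower, at 11.9 ± 2.49 against 26.5 ± 6.80 CPM. *Sfrp1*, a secreted antagonist of Wnt signaling (chromosome 8, 23411383 to 23449632), was 1.74-fold lower, at 85.1 ± 3.45 against 148 ± 27.0 CPM. *Fgl2*, a fibrinogen-like protein, gave 1117 ± 130 CPM in the DKO and 2432 ± 802 CPM in controls. *Gad1*, an enzyme that makes GABA (chromosome 2, 70561303 to 70602014), gave 3.04 ± 1.76 and 12.8 ± 8.59 CPM. Every DKO nerve lay below every control nerve for these 5 genes, although control mouse 4 stood above the other controls in *Fgl2* and *Gad1*. *Lrrc2*, a leucine-rich repeat protein (chromosome 9, 110951545 to 110984066), fell below the low-count filter at 0.218 ± 0.0466 against 2.23 ± 2.15 CPM. Its level in the male control was 0.166 CPM. The log2 fold changes by edgeR were -1.61 for *Erbb4* (SE 0.294, adjusted p = 0.858), -1.16 for *Fgf5* (SE 0.209, adjusted p = 0.765) and -0.80 for *Sfrp1* (SE 0.134, adjusted p = 0.554). They were -1.12 for *Fgl2* (SE 0.190, adjusted p = 0.554) and -2.08 for *Gad1* (SE 0.527, adjusted p = 0.955). DESeq2 and edgeR with no low-count filter called *Erbb4*, *Fgf5*, *Sfrp1*, *Fgl2* and *Lrrc2* lower, and DESeq2 on the entries of the authors' table, a setting chosen after seeing the data, also called *Gad1*. Without control mouse 4, DESeq2 called 1 lower gene, *Fgl2*, at a log2 fold change of -0.90.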

*Fgf5* is a growth factor that can stimulate axon growth and is induced after injury in Schwann cells (36). *Erbb4* belongs to a family of important ErbB receptor family mediates neuregulin-1 signaling. Similarly, at 7 dpi, there are only four genes that are significantly lower. One of them had also been defined as PRC2-regulated injury gene: *Igfbp5*, which is a modulator of IGF signaling and has previously been characterized to have a role in peripheral axon regeneration (40, 41), and two others (*Pappa* and *Sez6*) are injury-induced genes associated with H3K27me3. Therefore, the demethylase activity of JMJD3 and UTX appears to be largely dispensable for the induction of the injury program except for a few relevant injury genes (*Fgf5*, *Sfrp1*, *Erbb4*).

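At 7 dpi, *Nrn1*, which encodes neuritin, a membrane-anchored protein of neurite growth (chromosome 13, 36725622 to 36734477), was 2.23-fold lower, at 3.70 ± 0.328 CPM in the DKO (SD, n = 5) and 8.34 ± 1.30 CPM in controls (SD, n = 3). *Sez6*, a neuronal membrane protein (chromosome 11, 77930587 to 77979052), was 3.35-fold lower, at 1.25 ± 0.348 against 4.21 ± 1.18 CPM. *Pappa*, a protease of IGF-binding proteins (chromosome 4, 65124174 to 65357509), was 1.82-fold lower, at 21.8 ± 3.21 against 39.9 ± 5.53 CPM. *Igfbp5* (chromosome 1, 72858065 to 72874865) was 1.57-fold lower, at 2177 ± 180 against 3408 ± 340 CPM. *Mpz*, the main protein of peripheral myelin (chromosome 1, 171150713 to 171161130), was 3.43-fold higher, at 161 ± 35.2 against 46.8 ± 11.5 CPM. The DKO and control nerves did not overlap for any of these 5 genes, and none passed the test over all genes by edgeR. The log2 fold changes were -1.16 for *Nrn1* (SE 0.164, adjusted p = 0.133), -1.74 for *Sez6* (SE 0.278, adjusted p = 0.202), -0.87 for *Pappa* (SE 0.135, adjusted p = 0.202), -0.65 for *Igfbp5* (SE 0.113, adjusted p = 0.361) and 1.78 for *Mpz* (SE 0.231, adjusted p = 0.133). Counts of 29 skeletal muscle genes summed to 306 to 13040 CPM in the controls and 39.8 to 5507 CPM in the DKO nerves at 7 dpi. DESeq2 called *Nrn1*, *Sez6*, *Pappa*, *Igfbp5*, *Olig1*, *Slc6a7* and *Wnt10b* lower, and *Mpz*, *Fam135b*, *Pou3f1*, *Pmp2*, *Apba2*, *Gpr137b* and *Gpr137c* higher. With no low-count filter edgeR called *Nrn1*, *Sez6*, *Pappa* and *Igfbp5* lower, limma voom called *Pappa*, and without DKO mouse 12 edgeR called *Mpz* higher.

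**Figure D1:**
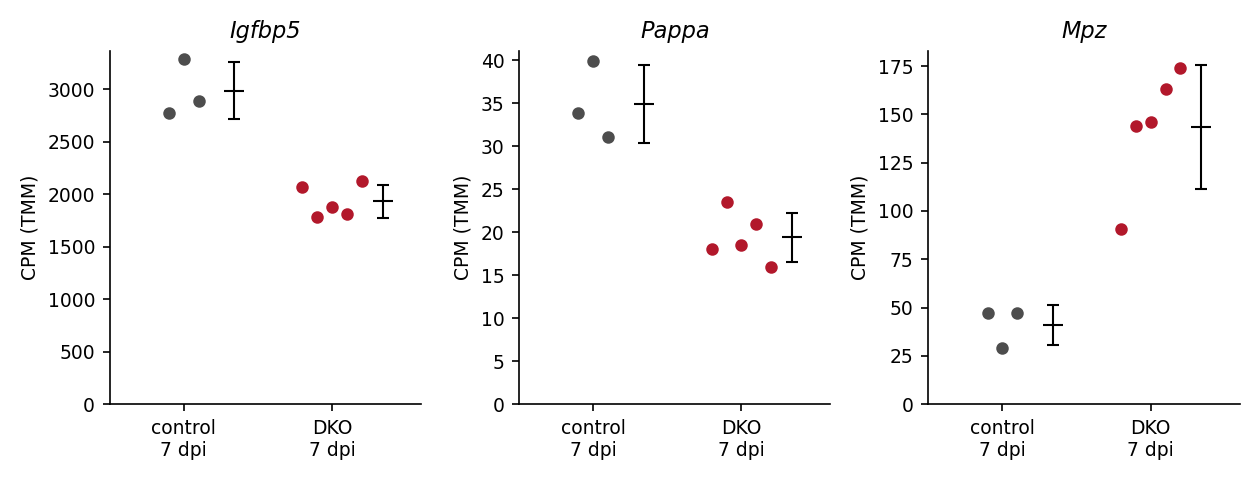
CPM of *Igfbp5*, *Pappa* and *Mpz* in control and DKO nerves at 7 dpi, normalized over all 16 sham and 7 dpi libraries before the low-count filter, and so not on the scale of the fitted CPM. Points are mice and bars the mean and SD; *Igfbp5* lies at 2770 to 3290 CPM in controls and 1780 to 2130 CPM in the DKO, and *Mpz* at 29 to 47 and 90.7 to 174 CPM.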

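*Igfbp5* rose after transection in both genotypes. In control nerves it went from 1306 ± 176 to 3012 ± 327 CPM (SD, n = 3), a log2 fold change of 1.21 (SE 0.122, adjusted p = 5.83e-07 from edgeR). In DKO nerves it went from 1245 ± 77.4 to 1934 ± 153 CPM (SD, n = 5), a log2 fold change of 0.64 (SE 0.0938, adjusted p = 2.38e-05). *Pappa* rose 6.52-fold in controls, from 5.38 ± 0.546 to 35.2 ± 5.09 CPM (adjusted p = 2.08e-08), and 3.55-fold in the DKO, from 5.46 ± 1.37 to 19.4 ± 2.93 CPM (adjusted p = 4.33e-08). *Sez6* was near 0 in sham nerves of both genotypes and gave 3.73 CPM in control (adjusted p = 1.80e-07) and 1.11 CPM in DKO nerves at 7 dpi (adjusted p = 2.35e-06). The difference between the responses of the genotypes did not pass the test over all genes for any of these, and passed for *Igfbp5* and *Pappa* when adjusted over the list alone (16 genes of the IGF axis). The paper names both as lower in the DKO at 7 dpi on these samples, so this list is not independent evidence. The log2 difference was -0.57 for *Igfbp5* (SE 0.153, adjusted p = 0.588) and -0.88 for *Pappa* (SE 0.254, adjusted p = 0.588). Of 16 genes of the IGF axis, 11 rose and 3 fell after injury in control nerves, and 11 rose and 2 fell in DKO nerves (11 and 3 in both genotypes when adjusted over the list alone). *Igf2* rose from 34.7 to 166 CPM in control and from 34.5 to 195 CPM in DKO nerves. Between DKO and control at 7 dpi, none of the 16 passed the edgeR test over all genes and 3 were lower when adjusted over the list alone. DESeq2 and edgeR with no low-count filter called *Igfbp5* and *Pappa* lower, and limma voom *Pappa*. The list tended lower in the DKO by camera (adjusted p = 0.0015), but not with an estimated correlation between genes (adjusted p = 0.227 with an estimated correlation). The skeletal muscle list also tended lower in the DKO at 7 dpi by camera (median log2 fold change -1.50, adjusted p = 1.55e-04, and adjusted p = 0.713 with an estimated correlation). So did the adipocyte list, with a median log2 fold change of -0.97 and all 11 genes below 0 (adjusted p = 0.0012, and adjusted p = 0.709 with an estimated correlation). Control mouse 3 stood apart in this list, at a summed 1896 CPM against 263.8 to 1065 CPM in the other 7 dpi nerves of both genotypes.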

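Genes of the repair Schwann cell rose after transection in both genotypes. *Runx2*, a transcription factor, went from 2.60 to 136 CPM in control (log2 fold change 5.71) and from 4.24 to 144 CPM in DKO nerves (5.10). *Btc*, which encodes the growth factor betacellulin, rose to 96.9 CPM in control (log2 fold change 5.91) and 89.2 CPM in DKO nerves (6.34). *Shh* and *Gdnf*, secreted signals with almost no counts in sham nerves, reached 26.0 and 31.2 CPM in control and 29.0 and 33.0 CPM in DKO nerves, and *Fgf5* reached 19.5 and 13.2 CPM. Of 27 repair Schwann cell genes tested, 21 rose and 2 fell in control nerves (22 rose when adjusted over the list alone), and 23 rose and 2 fell in DKO nerves. By camera the list rose with an adjusted p = 6.02e-21 in control and 1.69e-22 in DKO nerves, and an adjusted p = 0.00793 and 0.00772 with an estimated correlation. Of 28 cell division genes, 26 rose in each genotype (27 in the DKO when adjusted over the list alone), among them *Mki67*, a marker of dividing cells, with log2 fold changes of 3.36 and 2.95. Of 16 chemokine and cytokine genes, 10 rose and 1 fell in each genotype (11 rose in the DKO when adjusted over the list alone). Between DKO and control at 7 dpi, none of the 27 repair genes passed the edgeR test over all genes, and *Olig1*, a transcription factor at 1.46 ± 0.600 CPM in DKO (SD, n = 5) and 4.83 ± 1.53 CPM in control nerves (SD, n = 3), was lower when adjusted over the list alone and by DESeq2. The difference between the injury responses of the genotypes passed the edgeR test in 0 of 17801 genes (smallest adjusted p = 0.301), with 684 at an unadjusted p under 0.05. DESeq2 called 48 genes, limma voom 0, and DESeq2 with the skeletal muscle score, a setting chosen after seeing the data, 0, and edgeR called 1 without DKO mouse 15. The replicate block by mouse gave 71 genes, of which 66 had a lower log2 fold change after injury in the DKO than in controls. Among these are the skeletal muscle genes *Ryr1*, *Mb* and *Trdn*, whose list had a median log2 fold change after injury of 4.55 in control and -2.60 in DKO nerves. The paper proposes that JMJD3 and UTX are not needed to induce most injury genes, apart from *Fgf5*, *Sfrp1* and *Erbb4*. Beside the few genes lower in the DKO after injury, it gives qRT-PCR of selected injury genes, which was not analysed here.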

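*Fam135b* was the one gene called higher in DKO sham nerves, at 22.8 ± 13.0 CPM (SD, n = 5) against 0.105 ± 0.0478 CPM (SD, n = 3) in control sham nerves, where 1 or 2 counts were found per library (adjusted p = 0.01 from edgeR, and 0.149, 0.0557 and 0.128 without control mouse 3, 10 or 14). Another 10 genes were lower, led by *Erbb4*, a receptor for neuregulins, with an adjusted p = 3.53e-04. Several genes of skeletal muscle had large differences and did not pass. *Myh1*, a myosin heavy chain of fast muscle (chromosome 11 of GRCm38, 67200102 to 67224577), gave 231 ± 337 CPM in DKO and 1.08 ± 0.908 CPM in control sham nerves (adjusted p = 0.520). *Eno3*, the enolase of muscle, gave 130 ± 114 against 5.76 ± 2.15 CPM (adjusted p = 0.576). None of 28 skeletal muscle genes tested passed over all genes by edgeR, 25 were higher when adjusted over the list alone, DESeq2 called 21 of the list higher, and the median log2 fold change was 5.99. By camera the list was higher with an adjusted p = 1.07e-35, and an adjusted p = 0.184 with an estimated correlation. The counts of the list summed to 133 CPM in DKO mouse 4, and to 6852 to 35810 CPM in the other DKO sham nerves, against 60.6 to 737 CPM in controls. The test covered 16509 genes, of which 457 were higher and 349 lower at an unadjusted p under 0.05. DKO and control libraries did not overlap in 3.72% of them, where chance gives 3.57%. The count of genes changed was 2 without control mouse 14, 3 without control mouse 3 and 5 without control mouse 10, and 5 and 7 without DKO mouse 18 or 12. It was 0 with the skeletal muscle score as a covariate, 18 with all 4 groups in one fit, 19 with no low-count filter, 32 by limma voom, and 92 higher and 54 lower by DESeq2. Apart from DKO mouse 4, the muscle counts of these nerves part by genotype, so the score overlaps with genotype as a covariate. A call lost with the score may therefore reflect lost power or muscle, and this fit cannot tell them apart.

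**Figure D2:**
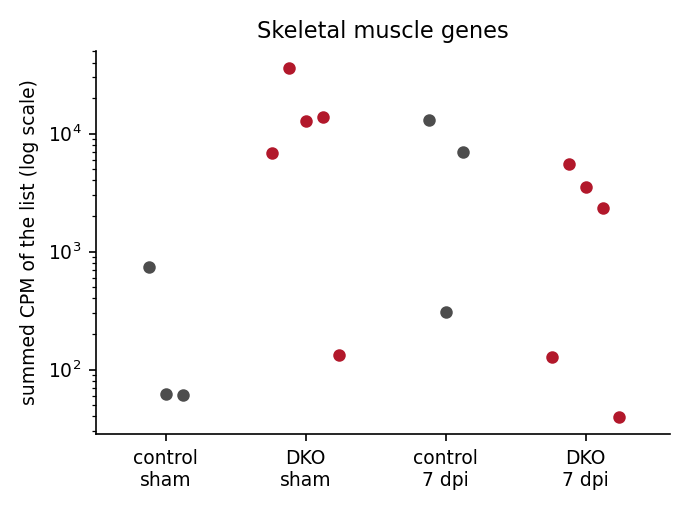
Summed CPM of the skeletal muscle genes in each library of control and DKO sham and 7 dpi nerves, on a log axis, one point per mouse. Control sham nerves lie at 60.6 to 737 CPM and DKO sham nerves at 133 to 35810 CPM.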

Although relatively few injury genes are affected by loss of H3K27 demethylase activity, we identified 146 genes that are significantly altered in the DKO prior to injury (sham). Of the 54 genes that are downregulated, 23 genes are associated with H3K27me3. This analysis highlighted a potential discrepancy with the injury time points, where much fewer genes were lower in the DKO. However, it turns out that 31 of these 54 genes are regulated by injury, and most are significantly downregulated after injury, which explains why most of these are not differentially regulated in the DKO after injury. 

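The 10 genes lower in DKO sham nerves include receptors, enzymes and secreted proteins. *Erbb4* (chromosome 1 of GRCm38, 68031884 to 69108576) was 5.44-fold lower, at 6.06 ± 1.07 CPM (SD, n = 5) against 33.0 ± 1.59 CPM (SD, n = 3), a log2 fold change of -2.44 (SE 0.153). *Nrn1* was 2.44-fold lower, at 10.0 ± 1.76 against 24.5 ± 3.23 CPM (log2 fold change -1.29, SE 0.158, adjusted p = 0.0221 from edgeR). *Ephb1*, a receptor for ephrins (chromosome 9, 101922128 to 102354693), was 3.65-fold lower, at 1.79 ± 0.540 against 6.57 ± 1.34 CPM (log2 fold change -1.87, SE 0.251, adjusted p = 0.0349). *Lect1*, which encodes chondromodulin, a protein of cartilage (chromosome 14, 79637682 to 79662194), had a log2 fold change of -2.32 (SE 0.215, adjusted p = 0.00478). *Plch1*, a phospholipase C (chromosome 3, 63696199 to 63899503), was 2.82-fold lower (adjusted p = 0.0191) and *Cndp1*, a dipeptidase that splits carnosine (chromosome 18, 84610384 to 84650234), was 2.55-fold lower (adjusted p = 0.0119). *Nsg2*, a protein of neuronal vesicles (chromosome 11, 31999704 to 32059211), was 2.24-fold lower (adjusted p = 0.0295) and *Gm32793*, a predicted gene, 2.93-fold lower (adjusted p = 0.0190). The other 2 were *Frzb* and *Hcn1*. Among the genes of Fig. 5E, *Wt1*, a transcription factor (log2 fold change -1.14, adjusted p = 0.0854), *Zdhhc2* (-0.67, adjusted p = 0.183), *Enpp1* (-0.58, adjusted p = 0.215) and *B3gnt5* (-0.61, adjusted p = 0.345) did not pass. DKO and control sham nerves did not overlap for any of the 10. Of 10 genes of neuregulins and ErbB receptors tested, 1 was lower (*Erbb4*), also when adjusted over the list alone. The list was lower by camera (adjusted p = 3.39e-04), and had an adjusted p = 0.0779 with an estimated correlation. Its median log2 fold change was -0.00477 and 5 of the 10 genes were above 0, so its members were not lower as a group. The paper names *Erbb4* as lower on these samples, so this list is not independent evidence. With the skeletal muscle score as a covariate in edgeR the log2 fold change of *Erbb4* was -2.46 and its call ended (adjusted p = 0.123, in a range of 7e-41 to 0.123 over its alternatives). The other 9 calls ended too, at log2 fold changes of -1.95 for *Lect1*, -1.45 for *Cndp1*, -1.12 for *Gm32793*, -1.69 for *Plch1*, -1.26 for *Nrn1*, -1.35 for *Nsg2* and -2.07 for *Ephb1*. DESeq2 with the same score, a setting chosen after seeing the data, called all of the 10 lower except *Gm32793*. Of the 54 genes that DESeq2 called lower without the score, 10 were still called lower with it, and of the 92 higher genes 1 was still called higher. The score largely follows genotype in sham nerves, so the calls lost with it do not show that muscle accounts for the differences. Without control mouse 14 *Erbb4* and *Lect1* still passed and the other 8 had an adjusted p of 0.0696 to 0.223, and without control mouse 3 *Frzb* passed too. The association with H3K27me3 was not analysed here.

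**Figure D3:**
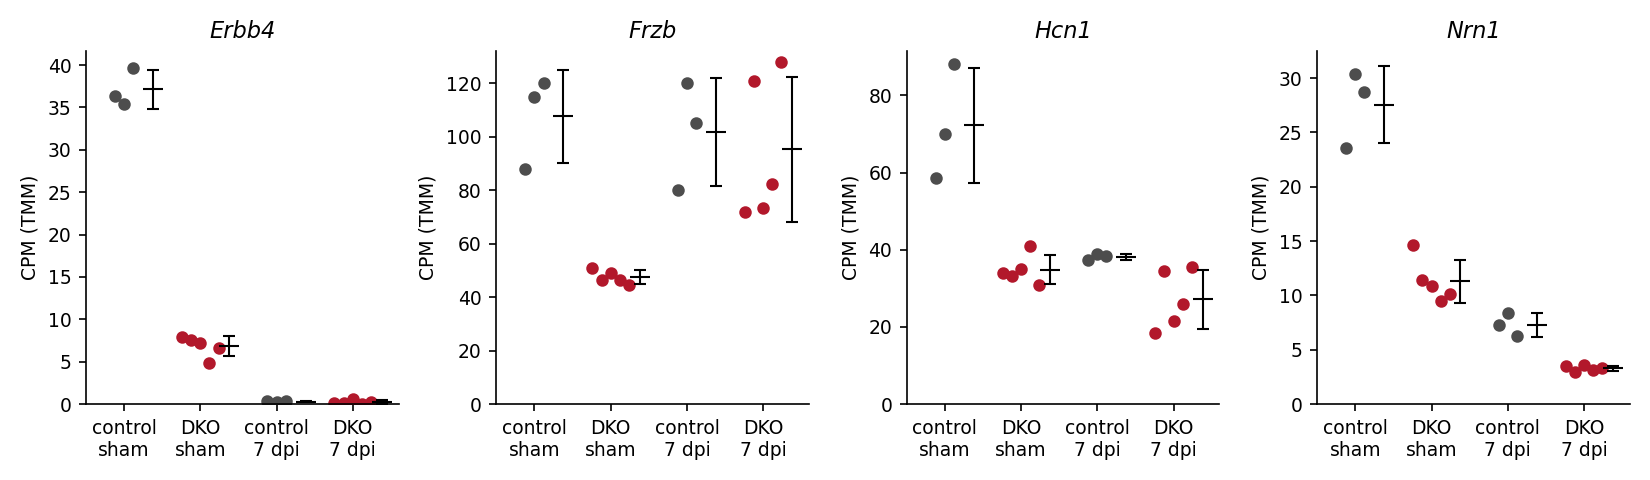
CPM of *Erbb4*, *Frzb*, *Hcn1* and *Nrn1* in control and DKO sham and 7 dpi nerves, normalized over all 16 libraries before the low-count filter, with points for mice and bars for the mean and SD. In sham nerves *Erbb4* lies at 35.4 to 39.7 CPM in controls and 4.86 to 7.93 CPM in the DKO, and at 7 dpi it is below 1 CPM in both.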

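After transection, 9 of the 10 genes lower in DKO sham nerves by edgeR fell in control nerves and 0 rose. *Erbb4* fell from 37.5 to 0.312 CPM in control nerves, a log2 fold change of -6.85 (SE 0.365, adjusted p = 2.42e-10 from edgeR), and from 6.79 to 0.235 CPM in DKO nerves (-4.78). In controls the log2 fold change was -6.47 for *Lect1*, -6.73 for *Cndp1*, -4.35 for *Plch1* and -1.93 for *Nrn1*. *Frzb*, the exception, gave 109 ± 17.5 CPM in control sham and 103 ± 22.2 CPM in control 7 dpi nerves (adjusted p = 0.781), and rose in DKO nerves from 47.1 ± 2.88 to 95.2 ± 25.9 CPM (log2 fold change 1.01, adjusted p = 6.56e-05). The difference between the genotypes' responses did not pass the test for *Erbb4* (log2 difference 2.07, adjusted p = 0.588) or *Frzb* (1.09, adjusted p = 0.523) over all genes, and passed for each when adjusted over the list alone (neuregulins and ErbB receptors, and secreted Wnt antagonists). The paper names both genes as lower on these samples, so these lists are not independent evidence. In DKO nerves 8 of the 10 fell and 1, *Frzb*, rose. Under independence 2.36 of the 10 genes would fall in control nerves and 2.8 in DKO nerves. The control sham libraries enter both comparisons. In 20 simulations the genotypes did not differ, and the 10 lower genes with the smallest p by edgeR were taken, whether or not they passed. Of these, 2 to 6 fell in control and 0 to 5 in DKO nerves. By DESeq2, 46 of 54 lower genes fell in control nerves and 2 rose, and 41 fell in DKO nerves. DESeq2 was not run on the simulated data. The 54 lower genes with the smallest p by edgeR gave 17 to 27 there in control and 6 to 18 in DKO nerves. These ranges are therefore not matched to the DESeq2 counts. All simulated genes were drawn independently, without differences between mice that many genes share, so the simulated ranges may be too narrow. In control nerves 28 of 31 fell by limma voom, and by edgeR 15 of 18 with no low-count filter and 2 of 2 without control mouse 14.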

Since they are downregulated after injury, they are associated with the myelination program in Schwann cells, and their decrease in the DKO indicates that demethylases are required for their developmental induction in Schwann cells. 

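Genes of the myelin sheath and of lipid synthesis fell after transection in both genotypes. *Mbp*, a myelin protein (chromosome 18 of GRCm38, 82475091 to 82585637), went from 4770 ± 1060 to 38.1 ± 7.01 CPM in control nerves (SD, n = 3; log2 fold change -6.96, SE 0.298, adjusted p = 1.74e-11 from edgeR). *Hmgcs1*, an early enzyme of cholesterol synthesis (chromosome 13, 119690351 to 119708260), went from 1708 ± 168 to 68.0 ± 4.98 CPM (-4.65, SE 0.131, adjusted p = 1.84e-13). Of 24 myelin sheath genes, 22 fell in each genotype, with a median log2 fold change of -5.53 in control and -5.50 in DKO nerves. Of 23 cholesterol synthesis genes, 22 fell in control and 23 in DKO nerves (medians -3.20 and -3.29), and of 16 fatty acid synthesis genes 9 fell in control (10 when adjusted over the list alone) and 15 in DKO nerves. Control mouse 3 stood apart at 7 dpi, with 5084 CPM summed over the fatty acid synthesis genes and 1896 CPM over the adipocyte markers, against 1504 to 2132 and 263.8 to 1065 CPM in the other 7 dpi nerves. By camera the adjusted p in control nerves was 1.29e-46 for the myelin sheath and 8.47e-58 for cholesterol synthesis, and an adjusted p = 0.0045 and 6.5e-05 with an estimated correlation.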

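*Frzb*, a secreted Wnt antagonist (chromosome 2 of GRCm38, 80411970 to 80447396), gave 42.1 ± 2.12 CPM (SD, n = 5) in DKO sham nerves and 95.5 ± 15.1 CPM (SD, n = 3) in control sham nerves, 2.27-fold lower. *Hcn1*, a channel opened by hyperpolarization (chromosome 13, 117602320 to 117981028), was 2.07-fold lower, at 30.9 ± 3.44 against 64.0 ± 12.6 CPM. *Slc6a15*, a transporter of neutral amino acids (chromosome 10, 103367808 to 103419379), gave 19.5 ± 4.50 against 40.5 ± 2.39 CPM, *Fgl2* (chromosome 5, 21372673 to 21378386) 220 ± 51.9 against 384 ± 66.2 CPM, and *Spp1*, which encodes osteopontin (chromosome 5, 104435111 to 104441053), 387 ± 74.5 against 638 ± 42.1 CPM. The DKO and control sham nerves did not overlap for any of the 5 genes. *Frzb* passed the edgeR test with a log2 fold change of -1.18 (SE 0.110, adjusted p = 0.00478) and *Hcn1* with -1.05 (SE 0.138, adjusted p = 0.0321). *Slc6a15* (-1.06, SE 0.173, adjusted p = 0.134), *Spp1* (-0.72, SE 0.158, adjusted p = 0.345) and *Fgl2* (-0.80, SE 0.193, adjusted p = 0.465) did not. DESeq2 called all 3 lower, limma voom *Slc6a15* and *Spp1*, and edgeR with no low-count filter *Slc6a15*. Of 8 secreted Wnt antagonists tested, 1 was lower (*Frzb*), and of 15 voltage-gated channels 1 was lower (*Hcn1*; 2 lower and 1 higher when adjusted over the list alone). Both lists were lower by camera (adjusted p = 3.03e-04 and 0.00212), with an adjusted p = 0.0779 and 0.184 with an estimated correlation. The paper names *Frzb* and *Hcn1* as lower on these samples, so neither list is independent evidence. With the skeletal muscle score as a covariate both calls ended in edgeR, at log2 fold changes of -1.13 for *Frzb* and -1.08 for *Hcn1*, and both were called by DESeq2 with the score. They also ended without control mouse 14 (adjusted p = 0.0696 and 0.223), in ranges of 3.8e-15 to 0.338 for *Frzb* and 1.75e-07 to 0.489 for *Hcn1* over their alternatives. The call of *Hcn1* also ended without control mouse 3 (adjusted p = 0.162) and without DKO mouse 4, 12, 15 or 18 (0.0538, 0.108, 0.071 and 0.148).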

Many of the genes induced during Schwann cell myelination are dependent on the EGR2 transcription factor (42, 43), and several of the downregulated genes had been identified as EGR2 target genes: *Frzb*, *Hcn1 Fgl2*, *Slc6a15*, *Spp1*. However, most of the EGR2 regulatory network including major myelin genes (43) was unchanged, consistent with the normal nerve morphology described above.

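*Egr2* (chromosome 10 of GRCm38, 67534469 to 67542188) gave 75.1 ± 21.6 CPM (SD, n = 5) in DKO and 77.2 ± 32.3 CPM (SD, n = 3) in control sham nerves, a log2 fold change of -0.04 (SE 0.285). *Mpz* gave 6151 ± 2310 against 5374 ± 1890 CPM (0.19, SE 0.308), *Pmp22*, a myelin membrane protein, 11840 ± 935 against 11350 ± 1140 CPM (0.06, SE 0.118), and *Mbp* 5089 ± 1410 against 4189 ± 935 CPM (0.28, SE 0.223). *Plp1* gave 784 ± 123 against 911 ± 107 CPM (-0.22, SE 0.144), and *Ndrg1*, a gene of myelinating Schwann cells, 1359 ± 163 against 1331 ± 207 CPM (0.03, SE 0.137). None of 24 myelin sheath genes passed the edgeR test, over all genes (smallest adjusted p = 0.954) or when adjusted over the list alone. Their log2 fold changes ran from -0.24 to 0.35, with a median of 0.09. None of the 11 myelin genes of Fig. S4B passed either way. That list was chosen by the study and reported on these samples, so it is not independent evidence. Of 23 cholesterol synthesis genes, 0 passed the edgeR test in sham nerves. The self-test with simulated changes recovered 60% of 2-fold and 96% of 4-fold changes in sham nerves. It drew each gene on its own, without differences between mice that many genes share, so these rates may not hold for the real nerves.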

Overall, both RNA sequencing datasets showed that a majority of PRC2-regulated genes (13) remained unchanged in double cKO nerves under both cut and sham conditions (Fig. S4, *A* and *B*). In addition, the lack of any morphological defects and the small number of deregulated genes suggest that demethylases are not essential for Schwann cell development, although their absence leads to a delayed induction of some injury genes.

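The Polycomb-regulated injury genes of Fig. S4B were silent or low in sham nerves of both genotypes. *Gdnf* gave 0.234 CPM in DKO and 0.118 CPM in control sham nerves and *Shh* 0.203 and 0.473 CPM, and *Olig1* had no count in any sham library. *Hmga2*, a chromatin protein, gave 0.820 ± 0.281 CPM (SD, n = 5) and 1.31 ± 0.268 CPM (SD, n = 3). Of the 11 genes, 5 had enough counts to test in sham nerves and none passed by edgeR (smallest adjusted p = 0.831), also when adjusted over the list alone. DESeq2 with the skeletal muscle score, a setting chosen after seeing the data, called *Runx2* higher in DKO sham nerves, where mouse 4 gave 9.87 CPM and the other DKO mice 2.81 to 3.06 CPM, within the controls' 2.1 to 3.36 CPM. At 7 dpi *Gdnf* gave 37.2 ± 11.6 CPM in DKO and 35.3 ± 4.67 CPM in control nerves (log2 fold change 0.07), *Runx2* 162 ± 36.0 and 154 ± 32.2 CPM (0.07), and *Hmga2* 24.7 ± 9.48 and 28.3 ± 9.38 CPM (-0.19). *Fgf5* gave 14.8 ± 3.83 and 22.1 ± 0.900 CPM (-0.58, SE 0.193, adjusted p = 0.996). None of the 11 passed at 7 dpi (smallest adjusted p = 0.618), and 3 were lower when adjusted over the list alone. The list was lower by camera (adjusted p = 0.00251), and had an adjusted p = 0.634 with an estimated correlation. At 7 dpi the myelin genes of Fig. S4B, the myelin sheath list and the cell division list were higher in the DKO by camera (adjusted p = 9.10e-04, 0.00461 and 5.86e-04), with an adjusted p = 0.618, 0.709 and 0.713 with an estimated correlation. Without *Mpz* the myelin sheath list had an unadjusted camera p = 0.0755, and 0.475 with an estimated correlation. Of the 23 myelin sheath genes tested at 7 dpi 2 were higher when adjusted over the list alone, and of the 28 cell division genes 0. None of the 7 proliferation genes tested (*Lamin*, which names no single gene, was left out of the list) and none of the immune genes (4 tested in sham, 6 at 7 dpi) passed by edgeR in either comparison, and of the 11 myelin genes *Mpz* alone was higher at 7 dpi when adjusted over the list alone. The study chose these lists and reported them on these samples, so they are not independent evidence. No Hox gene passed by edgeR in sham or 7 dpi nerves. At 7 dpi DESeq2 called *Olig1* lower (adjusted p = 0.0263, in a range of 0.0149 to 1 over its alternatives). Fig. S4B also marks *Olig1* as changed at 7 dpi, while the authors' deposited 7 dpi result does not call it.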

### Histone modification changes in nerve injury genes

In previous studies, we had found that the levels of H3K27me3 at the promoters of nerve injury genes such as *Shh* and *Gdnf* decreased within 24 h after peripheral nerve injury. To test that the H3K27me3 mark at such sites is actually being targeted by demethylase, we utilized the Schwann cell–specific knockout of *Jmjd3* and performed ChIP in sham and cut nerves with H3K27me3 antibody. In contrast to the previously described reduction of H3K27me3 levels after injury, the level of H3K27me3 in several injury gene promoters remained elevated after injury in the *Jmjd3* cKO, indicating that the injury-induced reduction of H3K27me3 is *Jmjd3* dependent (Fig. S5).

Although H3K27me3 had been implicated as the bottleneck to the activation of injury gene network in previous reports (12, 13, 14, 26), there are demethylation-independent mechanisms that could overcome Polycomb repression after nerve injury (19, 25). It is possible that increased levels of H3K4me3 alone could be sufficient to activate Polycomb-repressed genes. We had previously found that H3K4me3 marks are associated with promoters of *Shh*, *Gdnf*, *Hmga2*, and other PRC2-regulated genes (12), which indicates that these promoters correspond to the previously defined bivalent state of promoters associated with both H3K27me3 and H3K4me3 (44, 45). Using our H3K4me3 ChIP-seq data, we examined distribution of H3K4me3 marks on H3K27me3-associated injury genes in peripheral nerve in intact and injured conditions. A distribution plot of H3K4me3 on the 343 H3K27me3-associated injury genes shows a narrow peak at the TSS that increases at 1 day post injury compared with that of intact condition (Fig. 6*A*). The increased H3K4me3 is a plausible explanation for some of the most dramatic early changes in injury gene activation, which can occur several days in advance of detectable increases in transcript levels. As controls, we observed no significant changes in the level of H3K4me3 for randomly selected 300 injury genes lacking H3K27me3 and another 300 randomly selected uninduced H3K27me3-associated genes after injury.

**Figure 6:**
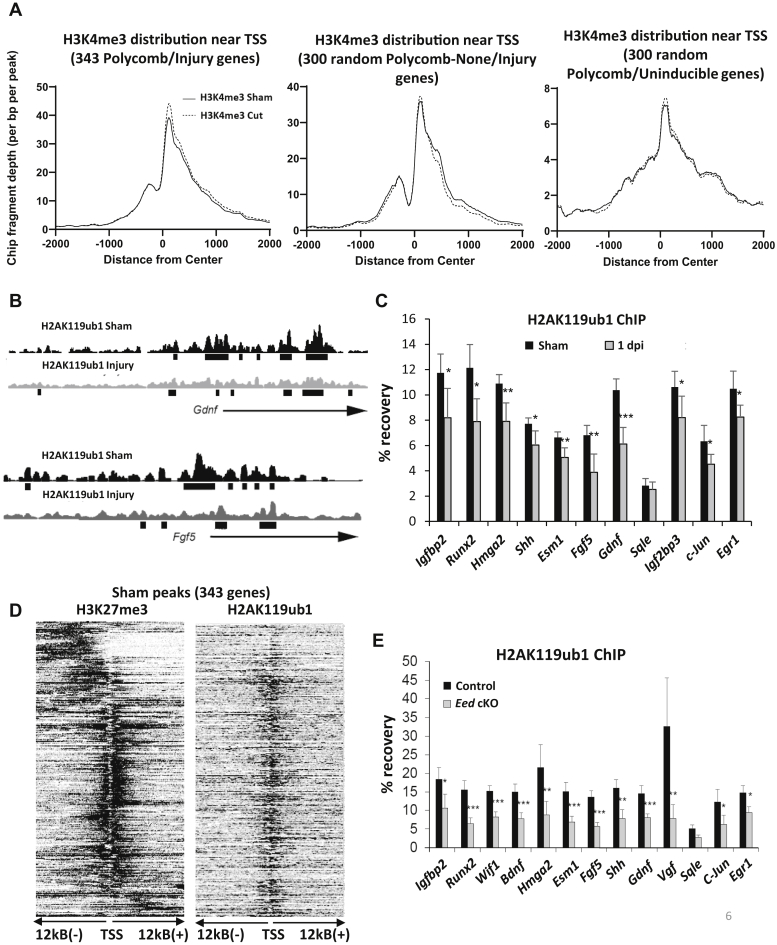
**H2AK119ub1 is dynamically regulated during injury gene induction.***A*, the average distribution plots of histone mark H3K4me3 at TSS were based on the respective lists of Polycomb-regulated genes, 300 randomly selected injury genes lacking H3K27me3, and 300 randomly selected uninduced Polycomb genes after injury. The H3K4me3 ChIP-seq data were generated using two replicates. *B*, ChIP-seq tracks of Growth-derived neural factor (*Gdnf*) and Fibroblast growth factor 5 (F*gf5*) loci show the association of repressive H2AK119ub1 mark at the promoter sites and the loss of such mark after injury. *C*, ChIP analysis of lysates from distal stumps of control and wildtype sciatic nerves 1 day after cut was performed using the H2AK119ub1 antibody. n = 5 for control and n = 5 for cut nerves. Data: mean ± SD; ∗∗*p* < 0.005, ∗*p* < 0.05 (one-way ANOVA). *D*, the heatmaps display the distribution of H3K27me3 and H2AK119ub1 centered at TSS based on 343 Polycomb-regulated gene list. The H3K27me3 and H2AK119ub1 ChIP-seq data were generated using two replicates. *E*, ChIP analysis of lysates from intact control and *Eed* cKO sciatic nerves was performed using the H2AK119ub1 antibody. n = 5 for control and n = 5 for *Eed* cKO nerves. Data: mean ± SD; ∗∗∗*p* < 0.0005, ∗∗*p* < 0.005, ∗*p* < 0.05 (one-way ANOVA).

### Injury-induced depletion of H2A ubiquitination

Studies of Polycomb repression have elucidated an important role of the PRC1 complex that modifies H2AK119 by ubiquitination. The traditional model has been that Polycomb repression occurs sequentially where H3K27me3 is first deposited to the site of gene loci and then attracts Polycomb repressive complex 1 that in turn deposits the H2A119ub1 to further repress the gene activity (19). However, although H3K27 methylation does often overlap with H2AK119ub1, H2A ubiquitination can affect PRC2 recruitment and activity (46), and it has been shown that these modifications can be established and regulated independently of each other (19, 47).

This raises the possibility that H2AK119ub1by PRC1 is involved in the repression of nerve injury genes and furthermore that deubiquitination of this histone mark is required for their induction (48, 49). We therefore performed the nerve injury experiment followed by ChIP using an H2AK119ub1 antibody. We found that many of the previously defined PRC2-repressed injury genes are associated with H2AK119ub1 at the promoter sites, which is lost after injury (Fig. 6, *B* and *C*). We also performed ChIP-seq for H2AK119ub1 in sham and injured nerve. In sham nerve, we found a large overlap of H2AK119ub1 with the H3K27me3 on injury-induced promoters (Fig. 6*D*). We plotted the average distribution of H2AK119ub1 at the promoters of 343 Polycomb regulated genes and found significant enrichment flanking the transcription start sites. In addition, the peak distribution is lower after injury compared with sham (Fig. S6). This can be seen for two individual genes (*Gdnf* and *Fgf5*), which show changes in their H2AK119ub1 profiles in sham *versus* injured nerve.

Our results suggest a new model in which H2A deubiquitination would play a key role in reversing Polycomb repression rather than H3K27 demethylation. Therefore, our previous observations of injury gene derepression in the *Eed* cKO would predict that loss of *Eed* may trigger loss of H2A ubiquitination. We tested that by performing H2Aub1 ChIP assays in the *Eed* cKO, and we did indeed find a significant loss of H2AK119ub1 in uninjured nerve of the *Eed* cKO (Fig. 6*E*). Therefore, our data indicate that both H2A ubiquitination and H3K27 demethylation may be required for proper regulation of injury genes.

## Discussion

Many nerve injury genes are repressed by H3K27me3, and their expression remains low or absent in mature peripheral nerve. Previous studies had suggested that demethylation is required for induction of nerve injury and cell cycle genes such as *Shh*, *Gdnf*, and *Cdkn2a*, promoting the regeneration program to proceed in an appropriate and timely manner (26). This idea was supported by previous studies of a Schwann cell–specific deletion of *Eed* (12, 13, 14), showing that preventing PRC2 repression can exert significant effects on the injury program. Therefore, we determined whether demethylases are required for gene activation after injury.

In development of Schwann cell–specific knockout of H3K27 demethylases, we first examined if they were required for Schwann cell development before assessing their roles in the nerve injury response. The H3K27 demethylase activity of JMJD3 and UTX is not essential for Schwann cell development and myelination. No abnormal developmental phenotype is seen at the maintenance stage of Schwann cells and the time point beyond 2 months of age in the mouse models. Therefore, we could focus on the early gene induction events in the aftermath of injury. Our primary hypothesis was that PRC2-regulated genes required H3K27 demethylases to be induced in the early phase of regeneration, many of which are induced 24 h after injury. Any epigenetic changes required for induction should occur at this early time point, and we had previously observed decreased H3K27 methylation at this time (12, 13, 14). However, for most injury genes, the demethylase activity of JMJD3 and UTX are not required for their induction with the exception of a few genes like Fgf5. Some injury genes were still lower at 4 dpi, but RNA-Seq from DKO 7 dpi nerves showed that there were only four significantly altered genes across the injury-induced transcriptome. Given the relatively subtle effects of nerve injury gene induction and their recovery by 7 days, it is not likely that extended analysis of nerve regeneration will reveal a phenotype following the nerve injury in the DKO.

It had been reported that JMJD3 is induced in mouse model after 5 days post nerve transection by immunofluorescence and had proposed that JMJD3 has a significant role in Schwann cell proliferation after injury through demethylation of the *Cdkn2a* gene (26). Our earlier studies had confirmed the presence of H3K27me3 on the *Cdkn2a* promoters, and we also had observed overexpression of both p19 and p16 transcripts and reduced proliferation after injury with a Schwann cell–specific knockout of *Eed* (13). The regulation of *Cdkn2a* gene by PRC2 has relevance to the Schwann cell–derived tumors in neurofibromatosis caused by mutation of the *NF1* tumor suppressor gene (50), The progression from neurofibromas in *NF1* to the more malignant form called malignant peripheral nerve sheath tumor is often accompanied by comutation of the *CDKN2A* gene and genes encoding subunits of the PRC2 complex (*e.g.*, *EED* and *SUZ12*) (27, 28, 29). Indeed, *NF1* microdeletions are more predisposed to malignant peripheral nerve sheath tumor owing to the deletion of both *NF1* and the neighboring *SUZ12* gene (51).

We tested the proliferation in double knockout of demethylases expecting there would be increased and/or prolonged Schwann cell proliferation after injury if H3K27 demethylases were required for induction of p19 and p16. However, despite the evidence for PRC2 regulation of *Cdkn2a* and Schwann cell proliferation after injury, our double knockout results showed that H3K27 demethylases are not required for *Cdkn2a* induction or regulation of Schwann cell proliferation after injury. There is no significant difference between genotypes in terms of proliferation at 7 and 14 dpi. In addition, our immunofluorescence data using independent antibodies for JMJD3 indicate that it is expressed in Schwann cells prior to nerve injury. Given the early changes in H3K27me3 at 1 day post injury, this is likely due to targeting/activation of pre-existing JMJD3 protein.

Although previous studies have shown that demethylase activity regulates the H3K27 methylation status, it has been documented that JMJD3 and UTX have demethylation-independent activities and they are constituents of larger complexes with MLL proteins and also associated with BRG1-containing complexes (21). In the conditional mutants used here, the loxP sites remove exons containing the catalytic domain, with a resulting frameshift leading to loss of the entire C terminus. Nonetheless, JMJD3 and UTX could be involved in the injury gene regulation in a demethylase-independent manner. The previously described association of H3K27 demethylases with MLL complexes (21) is consistent with the increased H3K4me3 at injury genes (12).

Most of the genes that were found to be JMJD3/UTX dependent were found in the sham condition. This gene set was much larger than that found in the 1 and 7 dpi RNA-Seq datasets, but most of the downregulated genes are ones that naturally decrease after nerve injury based on several datasets (13, 32, 33), which explains why they were not significantly different after injury in the DKO. Their decrease after injury implies that they are coregulated with the rest of the myelination program that is dependent on Schwann cell contact with axons. Indeed, several of this set are among the genes regulated by the promyelinating EGR2/KROX20 transcription factor (43). In turn, this suggests that H3K27 demethylase activity is required for full induction of a subset of the myelin program. However, we did not detect any overt myelination defects, and many of these genes are decreased in the range of 40% to 75%. Evaluation of the entire EGR2-regulated gene network shows that most genes are unchanged in the DKO. Nonetheless, many of these genes are associated with H3K27me3. We speculate that genes that increase in the sham DKO samples are mechanistically linked to the downregulated genes, perhaps involving a transcriptional repressor such as WT1.

There are several possible mechanisms by which Polycomb repression can be bypassed without demethylation. For example, the proliferation of Schwann cells after injury, typically beginning at 3 to 4 days after injury, can lead to the passive reduction of H3K27me3 marks if H3K27 methylation is not maintained after DNA replication (52). This could explain the lack of effect at 7 days post injury but likely does not explain the early induction of injury genes at 1 day given the time course of Schwann cell division after injury. A second potential model is the H3K4me3 histone mark, which is commonly associated with active promoters. Many nerve injury genes are associated with bivalent modification of H3K27me3 and H3K4me3 (12), and increased H3K4me3 is consistent with the traditional framework of activation through rebalancing of Polycomb and Trithorax-like mechanisms (44, 45, 53). Therefore, mechanisms to increase H3K4 methylation could be sufficient to activate Polycomb-repressed injury genes. Finally, many Polycomb-repressed genes contain both H3K27me3 and H2AK119ub1 formed by PRC1. PRC1 modifications were thought to be entirely dependent on H3K27 methylation, but more recent studies indicate that PRC1 and PRC2 can be regulated independently and that PRC1 activity may stimulate recruitment of PRC2 (19, 54). Using ChIP-seq analysis, we found a general colocalization of H3K27me3 and H2AK119ub1 consistent with previous studies, but some injury genes only have evidence of PRC1 repression. However, the ChIP-seq data suggest a fairly significant decrease of H2AK119ub1 at 1 day after injury. Therefore, it may be that antagonizing PRC1 repression is the primary means of activation, and removal of H3K27me3 may simply be a consequence of H2A deubiquitination. Several different H2A deubiquitinases have been identified, which could play a role in injury gene activation, including MYSM, USP16, and BAP1 (49, 55).

The activation of the nerve injury program is regulated by transcription factors like JUN, but coordinate activation of this regenerative program requires definition of the mechanisms by which the nerve injury program is repressed. Some nerve injury genes are active in early neural crest and Schwann cell development (12) and become repressed in differentiated Schwann cells, and others (like Shh) appear to be induced *de novo* without having been expressed in their differentiation from neural crest (16). The repressed status of nerve injury genes involves not only Polycomb repression but also repression by transcription factors like *Zeb2* (56, 57) and epigenomic remodelers such as histone deacetylases and the NuRD complex (10, 58, 59). We have not observed derepression of all H3K27me3-associated genes in the *Eed* cKO (13), so it is possible that derepression will involve multiple epigenomic complexes to maintain repression of the nerve injury program while allowing for its rapid induction after injury. Our studies highlight for the first time the involvement of PRC1 repression in this program, which is the focus of ongoing studies.

## Experimental procedures

Information on primer sequences and antibodies used in the paper are provided in Table 1.

**Table 1:** qRT-PCR primers (mouse)

*Runx2*	Forward	ACCAAGTAGCCAGGTTCAAC
	Reverse	GAGGATTTGTGAAGACTGTTATGG
*Fgf5*	Forward	AAAAGCCACCGGTGAAACC
	Reverse	TCACTGGGCTGGGACTTCTG
*Shh*	Forward	CAGCGACTTCCTCACCTTCCT
	Reverse	AGCGTCTCGATCACGTAGAAGAC
*Gdnf*	Forward	TCTCGAGCAGGTTCGAATGG
	Reverse	AAGAACCGTCGCAAACTTTACC
*Hmga2*	Forward	CAAGAGGCAGACCTAGGAAAT
	Reverse	CTCTTGCGAGGATGTCTCTTC
*Cdkn2a/p16*	Forward	GAATCTCCGCGAGGAAAGC
	Reverse	TGTCTGCAGCGGACTCCAT
*Cdkn2a/p19*	Forward	CACCGGAATCCTGGACCAGG
	Reverse	CACCGTAGTTGAGCAGAAGAGCT
*Kdm6b/Jmjd3*	Forward	CATGAACACCGTGCAGCTAT
	Reverse	CTCATGTACCGCGAACCACT
*Kdm6a/Utx*	Forward	AATATTGGCCCAGGTGACTG
	Reverse	TCACAGAAGTCATTCAAAACACC
ChIP primers		
*Shh* +3307	Forward	GGAAGCGCAGACAGACACTCT
	Reverse	CACAACAGCCTGGCACTCTCT
*Gdnf*	Forward	CCCCTGGATTGCGTGCTC
	Reverse	GGACATTAACTCCAAGTGGCCC

Antibodies	Catalog number	Company
SOX10	AF2864	R & D systems
Ki67	Ab16667	Abcam
p19/ARF	Sc-32748	Santa Cruz
CD68	Ab125212	Abcam
JMJD3	#A9780	Abclonal
ACTB	#AC004	Abclonal
IgG	12-370	Upstate/Millipore
H2AK119ub1	8240	Cell Signaling Technology
H3K27me3	AM39155	Active motif

### Mouse nerve injury surgery

Animal experiments were performed according to protocols approved by the University of Wisconsin, Madison School of Veterinary Medicine. *Kdm6b/Jmjd3*-floxed mice (31) and *Kdm6a/Utx* floxed mice (Jax#024177) (35) were maintained on the C57BL/6 genetic background (24) and mated to mP0TOTA-Cre (*Mpz*-cre) (30). Double *Jmjd3/Utx* floxed mice were generated, and homozygous floxed *Jmjd3* and *Jmjd3/Utx* alleles with and without the Mpz-cre transgene were used for experiments. Prior to surgery, animals were anesthetized with isoflurane (Piramal Healthcare), and an injection of 5 mg/kg ketoprofen was given for analgesia. A 5-mm-long incision was made through the skin and muscle exposing the sciatic nerve. The nerve was either cut as close to the proximal lateral region of the femur as possible or crushed 1 min using fine forceps. As a control, the contralateral leg also received a sham operation consisting of only a skin and muscle incision. The skin wound was sutured with rodent surgical staples. Six wildtype and knockout nerve tissues distal to the transection or sham site were isolated with epineurium removed and frozen immediately in dry ice and stored at −80 °C for further processing in ChIP experiments.

### Chromatin immunoprecipitation

Six freshly dissected mouse sciatic nerves per condition were minced in 1% formaldehyde for 8 min and then quenched for 10 min with glycine to a final concentration of 0.125 M. Samples were sequentially lysed in buffers LB1, LB2, and LB3 + 0.03% SDS (11). DNA was fragmented to an average size of 0.5 to 2 kb using 5× for 10 min Bioruptor (Diagenode) cycles on the medium setting. Each aliquot of sonicated chromatin (150 μg) was incubated overnight at 4 °C with 5 μg of antibody. A 10% aliquot was saved for input analysis. An 80-μl aliquot of protein G Dynabead (Invitrogen) slurry was added to each ChIP sample, rotating overnight at 4 °C. Immunoprecipitations were washed three times in RIPA buffer and then eluted at 65 °C in reverse cross-linking buffer (50 mM Tris, 10 mM EDTA, 1% SDS). ChIP DNA was purified by phenol chloroform extraction and resuspended in 10 mM Tris, pH 8.0. Antibodies used in the study are normal rabbit IgG (Millipore, 12-370) and H3K27me3 (Active Motif, 39155). Statistics were calculated using Student's *t* test. Error bars represent standard deviation, and asterisks denote *p* value (∗*p* ≤ 0.05; ∗∗*p* ≤ 0.005). The samples were generated from independent chromatin pools (n = 3 for H3K27me3 ChIP) and were analyzed using quantitative PCR primers listed in (Table 1).

### Electron microscopy and morphometric quantification

Freshly dissected sciatic nerves were immersion fixed in a solution of 2.5% glutaraldehyde, 2.0% paraformaldehyde in 0.1 M sodium phosphate buffer, pH 7.4, overnight at 4 °C. The nerves were then postfixed in 1% osmium tetroxide in the same buffer for 2 h at room temperature. Following OsO_4_ postfixation, the nerves were dehydrated in a graded ethanol series and then further dehydrated in propylene oxide and embedded in Epon resin. Ultrathin transverse sections were contrasted with Reynolds lead citrate and 8% uranyl acetate in 50% ethanol. Images were obtained with a Philips CM120 electron microscope with an AMT BioSprint side-mounted digital camera at the UW Medical School Electron Microscope Facility. Densitometric quantification was performed using NIS-Elements 4.0. Three mice per genotype were analyzed, and statistical analyses were evaluated by one-way ANOVA in all the experiments.

### Immunofluorescence

Freshly dissected nerves were embedded in Tissue-Tek OCT compound (Sakura Finetek) and snap frozen with liquid nitrogen. Longitudinal or transverse cryostat sections (10 μm) were air dried for 5 min and fixed in 4% paraformaldehyde for 10 min. The sections were then blocked in PBS containing 5% donkey serum/1% BSA/0.5% Triton-X 100 for 1 h at room temperature. Primary antibody incubation was performed overnight at 4 °C in PBS containing 5% donkey serum/1% BSA/1% Triton-X 100, and secondary incubation was performed in PBS at room temperature for 1 h. Hoechst 33342 (1:5000 in PBS, Sigma) was applied to stain nuclei for 1 min. Three 4-min washes were performed in PBS after fixation and blocking, and in PBS containing 0.1% Tween20 after primary antibody incubation and nuclear staining. After coverslips were mounted using Fluoromount-G (SouthernBiotech), sections were examined on a Nikon A1R confocal and quantitated by both Columbus imaging software and manual curation.

### Western blot

Freshly dissected nerves were snap frozen with liquid nitrogen and crushed. The nerves were then homogenized in lysis buffer (50 mM Tris-HCl at pH 6.8, 10% glycerol, 2% SDS, 10% β-mercaptoethanol, 50 mM NaF, 1 mM Na_3_VO_4_ and Protease Inhibitor Cocktail [Sigma, P8340]) using a motorized pellet pestle. Cells in culture were homogenized in 3x lysis buffer. After a 15-min incubation in ice, lysates were boiled at 95 °C for 3 min and centrifuged at 4 °C for 15 min. Subsequently, supernatants were collected and subjected to SDS-PAGE. After transfer to polyvinylidene fluoride membrane, proteins were blocked in TBST containing 5% nonfat dry milk for 1 h at room temperature. Primary and secondary antibody incubations were performed in TBST containing 5% nonfat dried milk at 4 °C for overnight and at room temperature for 1 h, respectively. Three 5-min washes were performed in TBST after the incubations. The membranes were scanned and quantitated with the Odyssey Infrared Imaging System (Li-Cor Biosciences). Statistical analyses were evaluated by one-way ANOVA.

### Quantitative RT-PCR

RNA was isolated from sciatic nerves using the Trizol/chloroform RNA extraction protocol. To prepare cDNA, 250 ng or 1 μg of total RNA of mouse, respectively, was used from each sample. qRT-PCR and data analysis were performed as described previously. qPCR was performed with two replicates per sample, and statistical analyses were evaluated by one-way ANOVA.

### RNA sequencing

About 500 to 1000 ng total RNA was used to generate RNA-Seq libraries using the Illumina TruSeq Stranded total RNA sample preparation kit according to the manufacturer's instructions. Illumina sequencing data were mapped to the GRCm38/mm10 genome. Data were analyzed using DESeq2 (60) to determine differentially regulated genes between uninjured and injured nerves in wildtype and double cKO mice (*p* value < 0.05).

### ChIP sequencing

Sham and injured sciatic nerves of two adult male Sprague–Dawley rats were used in ChIP-seq analysis after micrococcal nuclease digestion of peripheral nerve chromatin as described (13) using an antibody for H2AK119ub1. Library preparation and sequencing was performed by the UW Biotechnology Center as described (11). Basecalling was performed using the standard Illumina Pipeline. Reads were mapped to the *Rattus norvegicus* genome rn5 using Bowtie (RRID:SCR_005476) to produce SAM files for further analysis. Hypergeometric optimization of motif enrichment (HOMER, RRID:SCR_010881) (61) was used to determine enriched binding regions for H2AK119ub1 relative to sequencing of an input chromatin sample.

## Data availability

The raw data files for ChIP-seq are deposited in National Center for Biotechnology Information as part of BioProject PRJNA260442. Data for H3K4me3, H3K27me3, and H2AK119ub1 ChIP analysis were from NCBI Gene Expression Omnibus: GSE84272, GSE84265, and GSE159265. RNA-Seq data are deposited in NCBI GEO under accession number GSE178872.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: H3K27 demethylases are dispensable for activation of Polycomb-regulated injury response genes in peripheral nerve
**Source:** J Biol Chem. 2021 Jun 4;297(1):100852. doi: 10.1016/j.jbc.2021.100852
**Supplement:** Supplemental Figures S1–S6

Supporting Information

Supplementary Figure 1. JMJD3 Antibody Specificity Testing. Western blot analysis of lysates from S16 cell culture that is knock down with siJMJD3 for 2 d or 3 d after was performed using the indicated antibodies

Supplementary Figure 2. No hyperproliferation nor prolonged proliferation is detected in DDKO after 2 weeks nerve injury. Ki67, a cell proliferation marker, was used to probe the sections of control and DDKO sciatic nerves at 14d after injury.

Supplementary Figure 3. Expression analysis of control and *Jmjd3* cKO mice at 1, 3, and 7 DPI. A and B. *Jmjd3* cKO injury dataset indicate no significant differences besides *Fgf5* at 3 dpi, which is the only gene found in that of DKO. At 3 dpi, they have recovered in 4 dpi DKO which is similarly seen here in 3 dpi *Jmjd3* cKO data. C. No significant difference is seen for many nerve injury genes in *Jmjd3* cKO at 7 dpi with the exception of *Fgf5*. Data: 1 DPI *Jmjd3* cKO control n=5 and mutant n=5. 3 dpi *Jmjd3* cKO n=6 and mutant n=6. 7dpi *Jmjd3* cKO control n=6 and mutant n=6. mean $\pm$ STDEV; ** $p < 0.005$, * $p < 0.05$ (one-way ANOVA).

Supplementary Figure 4. RNA-seq analysis of control and DKO mice at 1 and 7dpi after nerve injury. A. Volcano plots generated from DEseq2 for intact and injury dataset. B. Tables summarize the changes of nerve injury and other genes between intact, 1, and 7 days after injury.

Supplementary Figure 5. *Jmjd3* mutant mice resulted in a reduced loss of H3K27me3 levels after nerve injury compared to control. ChIP analysis was performed using lysates from distal stumps and contralateral sham nerve of control and *Jmjd3* cKO sciatic nerves 1 day post cut. 6 pooled nerves for control and *Jmjd3* cKO were used for each of 3 replicate assays. Error bars=S.E.M.

Supplementary Figure 6. Plotting of the average H2AK119ub1 distribution between sham and 1dpi in wildtype based on the list of 343 Polycomb-regulated injury genes. The plot showed that the average distribution is lower in 1dpi compared to that of control.

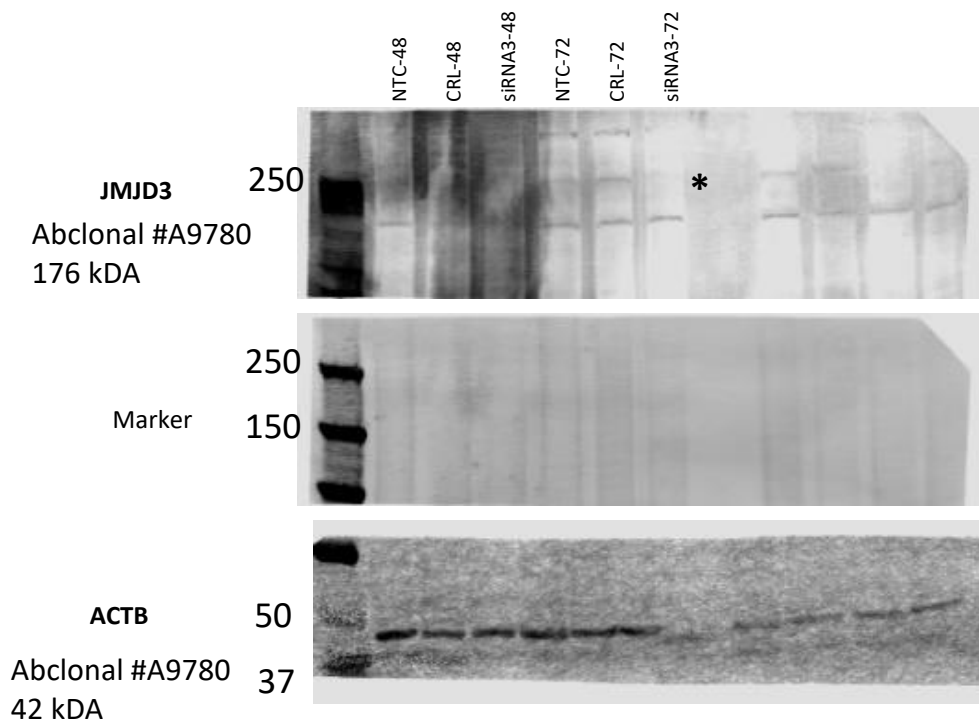

Supplementary Figure 1. JMJD3 Antibody Specificity Testing. Western blot analysis of lysates from S16 cell culture that is knock down with siJMJD3 for 2 d or 3 d after was performed using the indicated antibodies. Top two panels were from same gel (green and red channels of IR imaging), and samples for ACTB were run on a separate gel/blot.

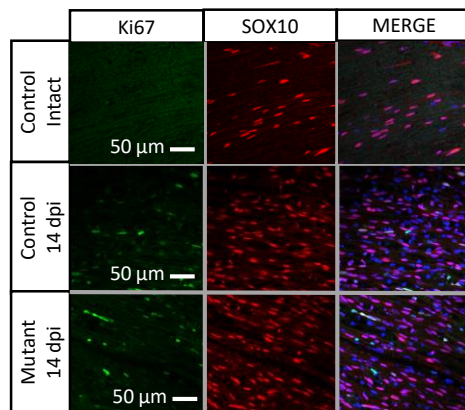

Supplementary Figure 2. No hyperproliferation nor prolonged proliferation is detected in DKO after 2 weeks nerve injury. Ki67, a cell proliferation marker, was used to probe the sections of control and DKO sciatic nerves at 14d after injury.

A

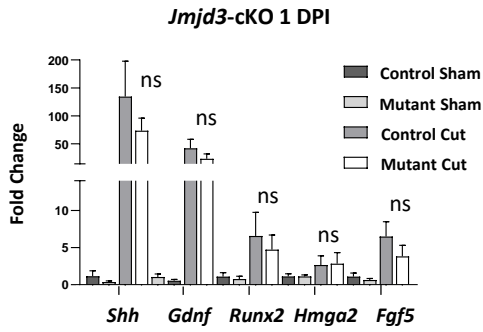

B

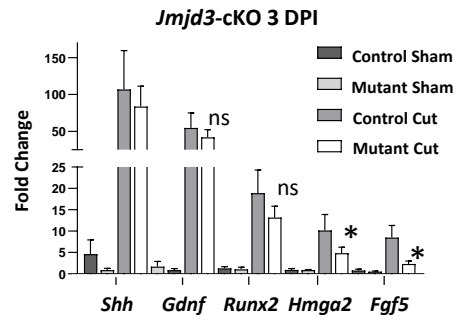

C

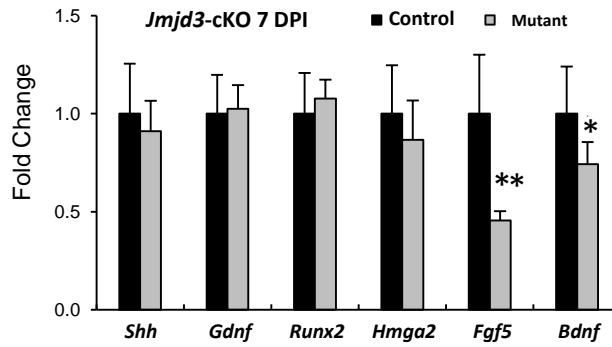

Supplementary Figure 3. Expression analysis of control and *Jmjd3* cKO mice at 1 3, and 7 dpi. **A and B.** *Jmjd3* cKO injury dataset indicate no significant differences besides *Fgf5* at 3 dpi, which is the only gene found in that of DKO. At 3 dpi, they have recovered in 4 dpi DKO which is similarly seen here in 3 dpi *Jmjd3* cKO data. **C.** No significant difference is seen for many nerve injury genes in *Jmjd3* cKO at 7 DPI with the exception of *Fgf5*. Data: 1 dpi *Jmjd3* cKO control n=5 and mutant n=5. 3 dpi *Jmjd3* cKO n=6 and mutant n=6. 7dpi *Jmjd3* cKO control n=6 and mutant n=6. mean $\pm$ STDEV; ** $p < 0.005$, * $p < 0.05$ (one-way ANOVA).

DKO Intact vs Control Intact

A

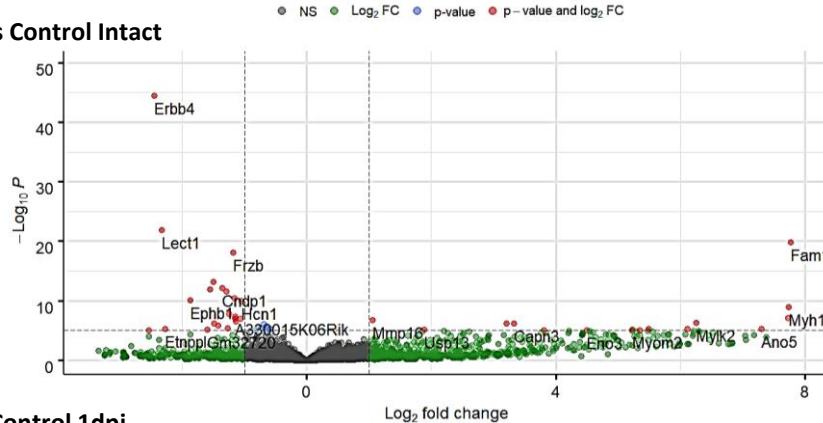

DKO 1dpi vs Control 1dpi

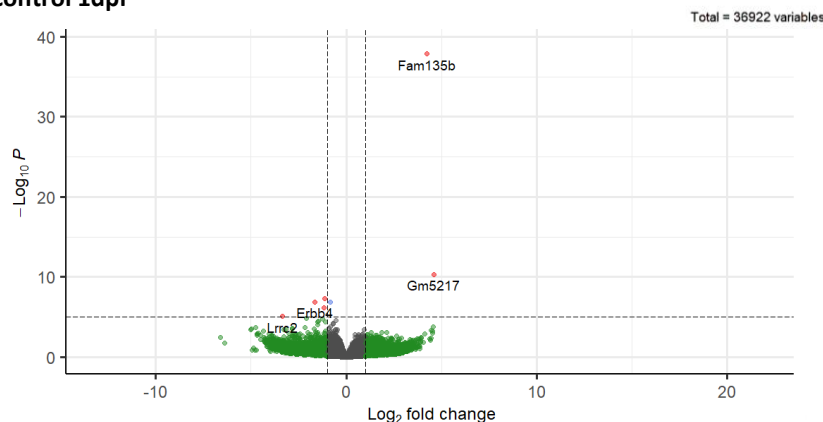

DKO 7dpi vs Control 7dpi

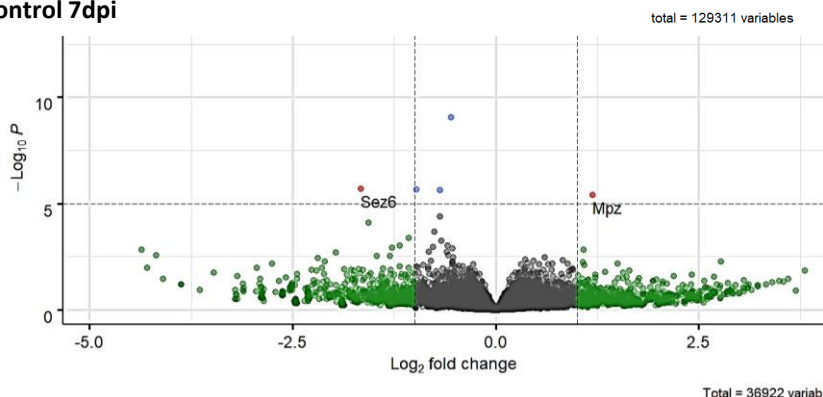

Myelin genes

	DE in intact?	DE in 1dpi?	DE in 7dpi?
<i>Pmp22</i>	No	No	No
<i>Mpz</i>	No	No	Yes
<i>Mag</i>	No	No	No
<i>Mbp</i>	No	No	No
<i>Plp1</i>	No	No	No
<i>Egr2</i>	No	No	No
<i>Ndrq1</i>	No	No	No
<i>Cntf</i>	No	No	No
<i>Sox10</i>	No	No	No
<i>Dhh</i>	No	No	No
<i>Il16</i>	No	No	No
<i>Aatk</i>	No	No	No

Polycomb genes

	DE in intact?	DE in 1dpi?	DE in 7dpi?
<i>Gdnf</i>	No	No	No
<i>Olig1</i>	No	No	Yes
<i>Shh</i>	No	No	No
<i>Bdnf</i>	No	No	No
<i>Runx2</i>	No	No	No
<i>Hmga2</i>	No	No	No
<i>Fgf5</i>	No	Yes	No
<i>Tmpr5ss</i>	No	No	No
<i>Ccl2</i>	No	No	No
<i>Gfap</i>	No	No	No
<i>Ucn2</i>	No	No	No

Proliferation genes

	DE in intact?	DE in 1dpi?	DE in 7dpi?
<i>Cdkn2a</i>	No	No	No
PCNA	No	No	No
MCM2	No	No	No
Ki67	No	No	No
<i>Pax3</i>	No	No	No
<i>ErbB2</i>	No	No	No
<i>Tgf-beta</i>	No	No	No
<i>Notch</i>	No	No	No
<i>Gpr126</i>	No	No	No
<i>Lamin</i>	No	No	No

Immune genes

	DE in intact?	DE in 1dpi?	DE in 7dpi?
<i>Cd68</i>	No	No	No
<i>Cd11b</i>	No	No	No
<i>Iba1</i>	No	No	No
<i>Arg1</i>	No	No	No
<i>TNF-alpha</i>	No	No	No
<i>Il4</i>	No	No	No
<i>Il1-beta</i>	No	No	No
IL10	No	No	No

B

Supplementary Figure 4. RNA-seq analysis of control, DKO mice at 1 and 7dpi after nerve injury. A. Volcano plots generated from DESeq2 for intact and injury dataset indicate no overall changes at both 1 and 7 dpi after filtering with cell sort data. B. Tables summarize the changes of nerve repair and other genes between intact, 1, and 7 days after injury.

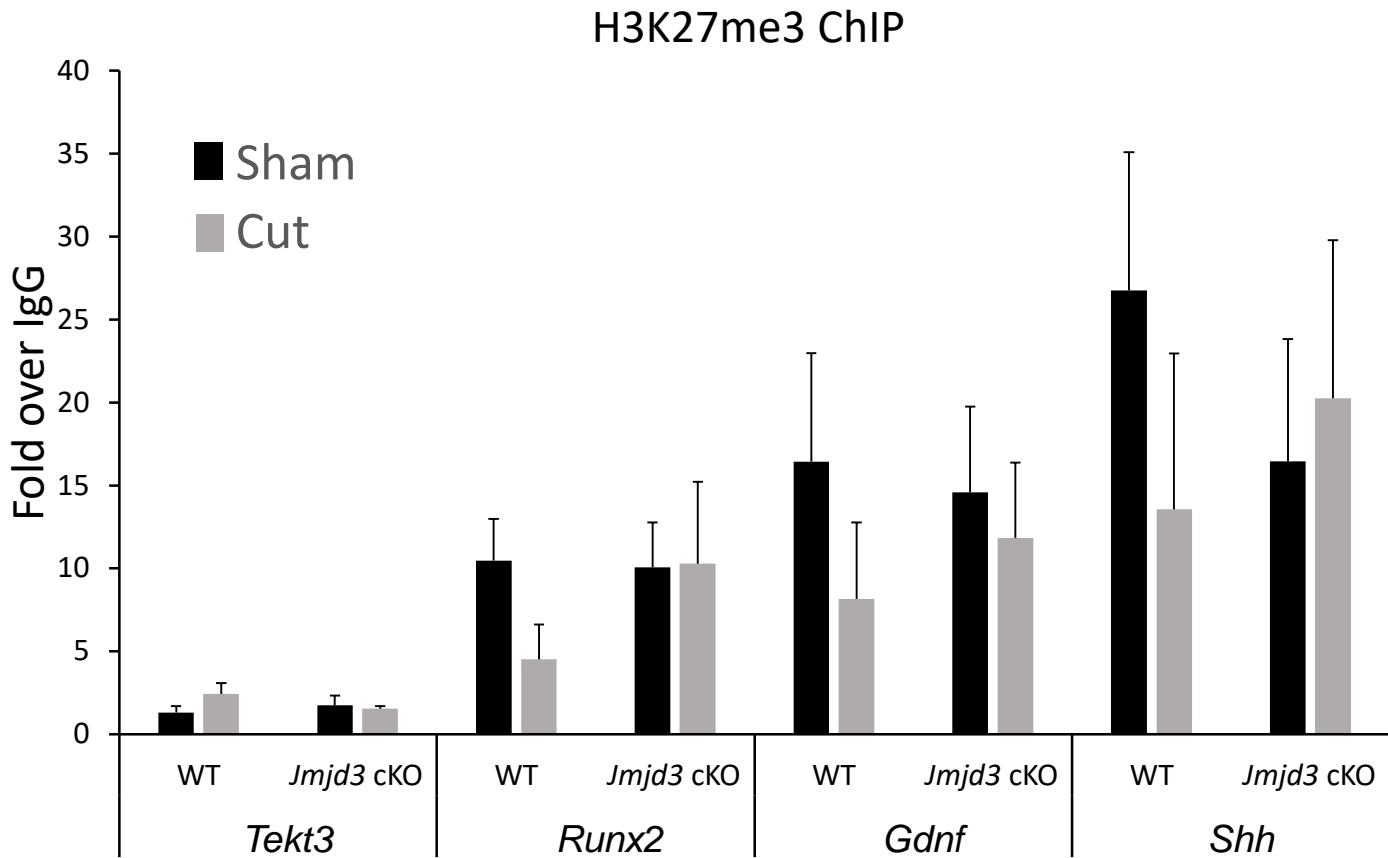

Supplementary Figure 5. *Jmjd3* mutant mice resulted in a reduced loss of H3K27me3 levels after nerve injury compared to control. ChIP analysis was performed using lysates from distal stumps of control and *Jmjd3* cKO sciatic nerves 1 day post cut. 6 pooled nerves for control and *Jmjd3* cKO were used for each of 3 replicate assays. Error bars=S.E.M.

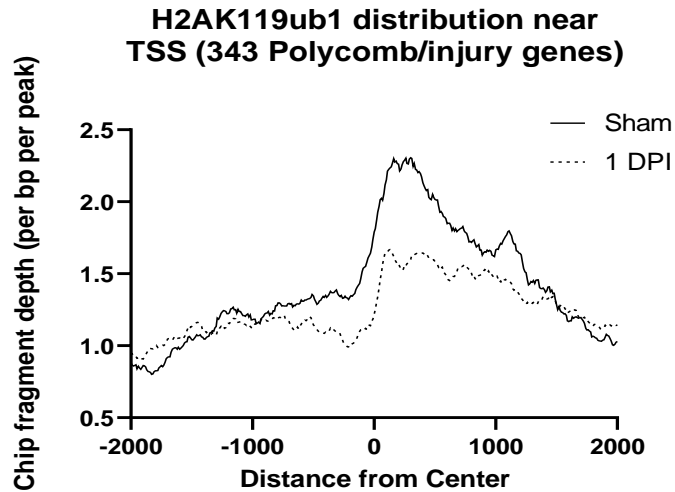

Supplementary Figure 6. Plotting of the average H2AK119ub1 distribution between sham and 1dpi in wildtype based on the list of 343 Polycomb-regulated injury genes. The plot showed that the average distribution is lower in 1dpi compared to that of sham.

How the deposited data were processed for this re-analysis (not part of the article)

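RNA-Seq was done on sciatic nerves of mice that lack *Kdm6a* and *Kdm6b* in Schwann cells (DKO) and of control mice without the *Mpz*-cre transgene, aged 8.5 weeks. The 1 dpi comparison has 9 libraries, from 4 control and 5 DKO mice. The sham and 7 dpi comparisons have 16 libraries, from the transected nerve and the uncut nerve of 3 control and 5 DKO mice. The labels give day 1 for the latter samples where the paper gives day 7, and the paper's day was used.

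The authors prepared stranded total RNA libraries and mapped the reads to mm10. The submitters' notes name CASAVA 1.8.2, TopHat2 2.1.1, HTSeq 0.10, TopHat, Bowtie, STAR and DESeq2 without saying which step each served. The strand setting, the annotation and the way reads shared by transcripts were assigned are not stated. The authors deposited 2 tables of raw counts, which are not normalized. The sham and 7 dpi table holds counts for 36949 gene symbols in 2 lanes per library, of which 93.2% match a RefSeq symbol or synonym and 27 have date-like names. The 1 dpi table holds counts for 129311 entries, of which 76065 are Ensembl transcripts, 53242 UniProt accessions and 4 gene symbols. The Ensembl transcripts hold 20.3% to 28.8% of the counts of a library. The authors also deposited 2 DESeq2 tables for DKO against control at 1 and 7 dpi, which hold log2 fold changes with standard errors, Wald statistics (a score), p-values and adjusted p-values, and means of normalized counts. These tables served to name entries of the 1 dpi counts and as an alternative set of entries. The number of genes past the threshold at 7 dpi was set beside the fit with the copied lane. They were not otherwise a source of values at a claim.

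The lanes of a library were summed. Whether the lanes of a library differ by more than counting error was checked by chi-square per degree of freedom over entries with at least 50 counts, which was 0.996 to 1.03 in 15 libraries. In control mouse 14 at 7 dpi it was 9.62, and that library's second lane equals the second lane of DKO mouse 4 at 7 dpi in every row, so its first lane alone was used. Whether the nerves of a mouse match was checked by the correlation of their deviations from the group means over 17676 genes. It was 0.0731 to 0.431, and in 6 of 8 mice the best match was the mouse's own other nerve.

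Total counts per library ran from 5899768 to 15869486. Counts were tested in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test with robust dispersions, after TMM normalization and filterByExpr (minimum count 10, minimum total 15). The p-values were adjusted by Benjamini-Hochberg over the genes tested, and the threshold was an adjusted p under 0.05. DKO and control were compared within sham, 1 dpi and 7 dpi with the libraries of that condition. The change from sham to 7 dpi in each genotype, and the difference between these changes (interaction), came from one fit of the 4 groups. Standard errors are the log2 fold change divided by the square root of F. CPM are TMM-normalized over the libraries and genes of the fit and shown without a prior count. CPM of single mice in the plots, of mice that stand apart and of *Runx2* in single sham nerves, and CPM summed over a list, are TMM-normalized over all libraries of a table before the low-count filter, so the scales differ. The log2 CPM used a prior count of 2. Each fit was tested on simulated data in which 200 genes with a mean count of at least 20 were changed. The edgeR test recovered 60% of 2-fold changes in sham, 20% at 1 dpi and 77% at 7 dpi, and 96%, 86% and 96% of 4-fold changes, with 3.11%, 3.64% and 5.46% false calls. DESeq2 recovered 78%, 39% and 81% of 2-fold changes with 14.6%, 23% and 13.9% false calls. The simulated counts of each gene were drawn on their own, without differences between mice that many genes share. The rates of recovered and false calls may therefore not hold for the real libraries.

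The alternatives were DESeq2 1.42.0, RLE size factors in edgeR, no low-count filter (at least 1 count in any library), a mean count of at least 50, limma 3.58.1 voom with quality weights, the skeletal muscle score as a covariate, the first or second lane, lanes as separate libraries, all 4 groups in one fit, sex as a covariate at 1 dpi, the mouse as a block, and leaving out each mouse in turn. These and the gene lists were fixed before the data were examined. Several lists, among them the IGF axis, ErbB receptors, Wnt antagonists and channels, hold genes the paper names on these samples. Their results are therefore not independent of the paper's. After seeing the data, 6 more were added, with the copied lane counted (by edgeR and by DESeq2), DESeq2 with the skeletal muscle score, DESeq2 on the entries of the authors' 1 dpi table, and DESeq2 without control mouse 4 at 1 dpi or 14 at 7 dpi. The paper's methods name DESeq2 and no covariate.

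Gene lists were tested with camera (preset correlation 0.01, lists of at least 3 members), with an estimated correlation and with fry as alternatives, and p-values were adjusted over the lists. There were 31 lists with 477 members, of which 475 are in the sham and 7 dpi table. They cover the myelin, Polycomb, proliferation and immune genes of Fig. S4B, the myelin sheath, cholesterol and fatty acid synthesis, repair and non-myelinating Schwann cells, neuregulins and ErbB receptors, the IGF axis, secreted Wnt antagonists, voltage-gated channels, cell division, immediate early genes, Hox genes, subunits of Polycomb, COMPASS and deubiquitinase complexes, chemokines and cytokines, mitochondrially encoded genes and sex-linked genes. In the proliferation list of Fig. S4B, *Lamin* names no single gene and was left out. Ki67, Gpr126, Tgf-beta and Notch were read as *Mki67*, *Adgrg6*, *Tgfb1* and *Notch1*. Markers of skeletal muscle, macrophages, neutrophils, lymphocytes, adipocytes, fibroblasts, perineurial cells, endothelium, pericytes and smooth muscle, erythroid cells and neurons were also listed. At 1 dpi lists were not tested; 1.68% of the members have a named protein entry, and the named transcripts of the others were not tested as lists.

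The genes named for DKO against control are *Kdm6a*, *Kdm6b*, every gene the paper names for that comparison in its text, Fig. 5E or Fig. S4, the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap, and from each list up to 4 members past the threshold with the smallest adjusted p. For 7 dpi against sham they are the paper's named genes and up to 4 members per list. The values in the paper's figures had been seen when this rule was written, and Fig. S4A shows skeletal muscle genes, so a skeletal muscle list was included. Other genes named were chosen after their values were seen. Tables were made with Python 3.11.15 and pandas 2.3.3, and figures with matplotlib 3.10.9.

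The overlap of the genes lower in DKO sham nerves with those that fall after injury was compared with independence and with 20 simulations of genotypes that do not differ. The simulated data were tested by edgeR alone, and each gene was drawn on its own, without differences between mice that many genes share. The 3 control mice are too few to be split so that each comparison has its own controls. The copied lane was left out. H3K27me3, H2AK119 ubiquitination, protein, qRT-PCR and microscopy data were not analysed here.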

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

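The tests of loss of the demethylases for the muscle genes, of the transgene and loss of the demethylases for *Fam135b*, and of all 3 explanations for *Mpz* were chosen after the result was seen. The tests of muscle carried over, of shared reads and of other splits of the samples were chosen before.

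The skeletal muscle list was higher in DKO sham nerves by camera (adjusted p = 1.07e-35, and 0.184 with an estimated correlation), although none of its 28 tested genes passed by edgeR and DKO mouse 4, at a summed 133 CPM, lay within the controls' 60.6 to 737 CPM. The list's response to injury differed between the genotypes by camera (adjusted p = 4.05e-39, and 0.296 with an estimated correlation), with a median log2 fold change after injury of 4.55 in control and -2.60 in DKO nerves. Loss of the demethylases raising these genes in sham and injured nerves alike could not be decided. DESeq2 called 92 genes higher in sham DKO, and the 81 of them tested at 7 dpi had a median log2 fold change of -1.09, with 73 below 0. These genes move together, so they are not separate observations. The muscle list summed to 306 to 13040 CPM in control and 39.8 to 5507 CPM in DKO nerves at 7 dpi, which overlap. Its difference there had an adjusted p = 0.713 by camera with an estimated correlation. Muscle carried over with some nerves is a candidate explanation, since these 92 genes, 21 of them in the muscle list, had a median correlation of 0.908 with the muscle score over the 8 libraries of 7 dpi, against -0.00874 for other genes drawn at random; in sham nerves *Myh1* gave 231 CPM in the DKO and 1.08 CPM in controls. A change in the DKO before injury alone was not tested and stays open.

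*Fam135b* was higher in DKO than in control nerves at 7 dpi with a log2 fold change of 6.23, at a time point for which the paper does not name it, and was higher in sham and 1 dpi nerves too. The tables argue against reads shared with its paralog *Fam135a*, whose mean changed by -3.98 CPM (SE 2.78) in DKO sham nerves while *Fam135b* gained 22.7 CPM. The Cre transgene and the loss of the demethylases cannot be told apart, because 0 mice carry the deletions without the transgene or the reverse, and the fall of *Fam135b* in DKO nerves after injury (log2 fold change -3.01, SE 0.342) does not decide between them. In sham nerves 13 other genes within 2 megabases were tested, all on one side of it (72589620 to 73758766), and 0 passed by edgeR; on the other side *Gm5217*, tested at 1 dpi alone, gave 4.07 CPM in the DKO and 0.162 CPM in controls (adjusted p = 0.223), and DESeq2 called it higher.

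*Mpz* was higher in DKO nerves at 7 dpi in every mouse, with a log2 fold change of 1.78 (SE 0.231), and did not pass the test over all genes. The other 22 myelin sheath genes had a median log2 fold change of 0.137 (quartiles -0.141 and 0.369), so most were not raised to the extent of *Mpz*. *Mpz* was picked as the largest of its list, so this does not decide on a smaller slowing of the whole program. Of the 22, 13 were above 0 (unadjusted camera p = 0.0755, and 0.475 with an estimated correlation), and DESeq2 also called *Pmp2* higher. The tables argue against muscle RNA diluting the controls, since *Mpz* had 1.88 (SE 0.234, adjusted p = 0.175, in a range of 4.63e-13 to 1 over its alternatives) with the muscle score as a covariate. Reads from the *Mpz* sequence in the transgene cannot be told apart from the gene, because 0 control mice carry the transgene.

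Other splits of the same mice tested whether chance groupings give as many genes. For DKO against control by edgeR, chance could not be excluded in sham nerves, where 3 of 56 splits gave as many as the real 11 and the highest other gave 1640. The same holds at 1 dpi, where 4 of 80 splits (drawn from 126) gave as many as the real 1 and the highest other gave 1242, and at 7 dpi, where 5 of 56 gave as many as the real 1 and the highest other gave 8. At both times any split with a single call reaches the real count, so this does not test *Fam135b* itself. By DESeq2, 7 of 56 splits gave as many as the real 146 in sham nerves (highest other 2534), and 15 of 56 as many as the real 14 at 7 dpi (highest other 412), so chance could not be excluded there. Some splits called several times the real count, in sham nerves, at 1 dpi and at 7 dpi. Which difference between the samples those splits follow was not tested. For the difference between the injury responses the real count is 0, so all 56 splits reach it by construction and the comparison decides nothing; the highest other gave 1. For injury in DKO nerves, 1 of 100 splits gave as many genes as the real 9475, the real one itself, and the highest other gave 1962. Most of these splits put both nerves of some mice on one side, although the nerves are paired by mouse. The 10 other splits that part as many mouse pairs as the real one gave at most 0, and the rest part fewer pairs. Those 10 are too few for a share under 0.05, so chance could not be excluded by this test. For injury in control nerves there are 10 splits, too few for a share under 0.05; the real split gave 7734 and the highest other 0.

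A sample stood far from the others of its group in 5 of 69 groups tested (7.25%), where chance gives about 1 in 20. In DKO sham mouse 15, *Ano5* was 43.4 CPM (the others 0.553 to 10.3) and *Myh1* 917 CPM (8.39 to 169). In control 1 dpi mouse 4, *Fgl2* was 3580 CPM (1870 to 2120) and *Gad1* 25.3 CPM (6.96 to 9.86). In DKO 1 dpi mouse 5, *Gm5217* was 9.33 CPM (2.11 to 3.37).

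The response of the adipocyte list to injury differed between the genotypes by camera (adjusted p = 0.00407, and 0.842 with an estimated correlation). In this list control mouse 3 at 7 dpi summed to 1896 CPM, against 263.8 to 1065 CPM in the other 7 dpi nerves. With the mouse as a block, 71 genes had a response to injury that differed between the genotypes. The lanes of control mouse 14 at 7 dpi differed by a chi-square per degree of freedom of 9.62, and the second lane of that library is a copy of another.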

How the results depend on the processing

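Leaving out each mouse in turn gave 2 to 14 genes changed in sham nerves (main 11), 1 to 2 at 1 dpi (main 1), 0 to 2 at 7 dpi (main 1), 5443 to 8056 after injury in control (main 7734) and 7854 to 9541 in DKO nerves (main 9475), 0 to 1 for the interaction (main 0), and 2 to 8 of the sham-lower genes that fell after injury (main 9). In sham nerves the count was 146 by DESeq2, 19 with no low-count filter, 32 by voom, 0 with the skeletal muscle score as a covariate, 291 with lanes as separate libraries (each mouse counted 2 times), 18 with all 4 groups in one fit, and 32 by DESeq2 with the skeletal muscle score, a setting chosen after seeing the data. At 1 dpi it was 7 by DESeq2 and 9 with no low-count filter, and, chosen after seeing the data, 3 by DESeq2 without control mouse 4 and 8 by DESeq2 on the authors' entries. At 7 dpi it was 14 by DESeq2, 6 with no low-count filter, 0 with a mean count of at least 50, 2 by voom, 0 in the second lane, 27 with lanes as separate libraries and 0 with all 4 groups in one fit. Chosen after seeing the data were the copied lane counted (0), the same by DESeq2 (5), DESeq2 with the skeletal muscle score (11) and DESeq2 without control mouse 14 (30). For the interaction it was 48 by DESeq2, 1 in the second lane, 71 with the replicate block and, chosen after seeing the data, 20 by DESeq2 with the copied lane counted. The replicate block by mouse, run for the injury responses and their interaction, gave 8826 genes after injury in control nerves, 7583 of them among the main 7734, and 10524 in DKO nerves, 9332 of them among the main 9475. The number of sham-lower genes that fell after injury was 46 by DESeq2, 15 with no low-count filter, 28 by voom and 0 with the skeletal muscle score, which leaves no lower gene. Lists called were 0 with an estimated correlation and 1 by fry in sham (main 5), 0 and 0 at 7 dpi (main 7) and for the interaction 0 and 0 (main 2), and 10 after injury in control (main 19) and 9 in DKO nerves (main 17) with an estimated correlation. The cause was not tested for any of these. Among the named genes, 1025 of 1143 gene and setting pairs stayed on their side of the threshold in sham, 99 of 118 at 1 dpi, 865 of 905 at 7 dpi, 2560 of 2669 after injury in control and 2718 of 2814 in DKO nerves. None changed sign where either fit passed, and a change of sign between fits that did not pass was not counted. For DKO against control most of these genes did not pass in the main fit, so staying there mostly means that neither fit called them. In sham nerves 58 pairs lost a call and 60 gained one, and at 7 dpi 7 and 33. The skeletal muscle covariate and list tests were not run at 1 dpi, and in the second lane at 7 dpi there are 2 controls. On simulated data with these group sizes and depths, edgeR recovered 60% of 2-fold changes in sham, 20% at 1 dpi, 77% at 7 dpi and 31% for the interaction. Each gene was drawn on its own, without differences between mice that many genes share, so these rates may not hold for the real libraries.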

Differences from the paper's values

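A count is taken to differ from the paper's when one is more than 1.5 times the other.

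The paper gives 146 genes altered in DKO sham nerves and 54 of them lower, where edgeR gave 11 and 10. DESeq2, an alternative set before the data were examined, gave 146 and 54; each of the other 19 settings differed from the paper's values. The paper's methods name DESeq2 and a p under 0.05.

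At 1 dpi the paper gives 6 genes lower in the DKO, where edgeR gave 0, with 718 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 5 and no low-count filter 7; DESeq2 on the entries of the authors' table gave 6. The latter was chosen after seeing the values and drops 0 of the paper's 6 genes. The other 15 settings differed. DESeq2 on all entries calls 5 of the paper's genes, without *Gad1*. No low-count filter calls the same 5, and DESeq2 without control mouse 4, chosen after seeing the values, calls *Fgl2*. The edgeR values put all 6 of the paper's genes lower in the DKO, with *Lrrc2* below the filter.

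At 7 dpi the paper gives 4 genes lower in the DKO, where edgeR gave 0, with 285 at an unadjusted p under 0.05. No low-count filter, an alternative set before the data were examined, gave 4. Chosen after seeing the values, DESeq2 with the copied lane counted gave 4 lower, dropping 0 of the paper's genes, and 1 higher, without *Fam135b*. The authors' deposited 7 dpi result also has 4 lower and 1 higher. The paper's count is thus reached when reads of DKO mouse 4 are counted in control mouse 14. DESeq2 with the skeletal muscle score, also chosen after seeing the values, gave 5 and dropped 0 of the paper's genes. The other 20 settings differed, among them DESeq2 with 7, which calls *Igfbp5*, *Nrn1*, *Pappa* and *Sez6*. Lanes as separate libraries and, chosen after seeing the values, DESeq2 without control mouse 14 also call these genes, and voom calls *Pappa*. All of them were lower in the DKO by edgeR.

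The paper states that 31 of 54 lower sham genes are regulated by injury, where 9 of 10 fell in control nerves by edgeR. The paper refers to several other data sets for the fall of these genes after injury, and the legend of Fig. 5 filters injury genes from other data sets by a p under 0.05 and a change of more than 2-fold, whereas 9 counts genes at an adjusted p under 0.05 on these samples. The count also depends on how many genes are called lower. DESeq2 gave 48 of 54. Voom, an alternative set before the data were examined, gave 30, but of 31 lower genes, so its count is near the paper's while its share is not. The counts of the other 16 settings, DESeq2 among them, differed from the paper's.

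The paper states that *Fgl2*, *Slc6a15* and *Spp1* are lower in DKO sham nerves. They were lower in every DKO mouse than in every control mouse, but did not pass the edgeR test (adjusted p = 0.465, 0.134 and 0.345). DESeq2 and lanes as separate libraries called all 3 lower, voom *Slc6a15* and *Spp1*, and no low-count filter and all 4 groups in one fit *Slc6a15*. Other genes shown as altered in sham nerves in Fig. 5E or Fig. S4A that edgeR did not call are *B3gnt5*, *Enpp1*, *Scn8a*, *Slc1a2*, *Tmem229a*, *Wt1*, *Zdhhc2*, *A330015K06Rik*, *Etnppl*, *Gm32720*, *Mmp16*, *Usp13*, *Capn3*, *Eno3*, *Myom2*, *Mylk2*, *Ano5* and *Myh1*. Each had the direction the paper shows, and DESeq2 and lanes as separate libraries called each of them. No low-count filter also called *A330015K06Rik*, *Mmp16* and *Wt1*, all 4 groups in one fit *A330015K06Rik* and *Mmp16*, voom *A330015K06Rik*, *Enpp1*, *Gm32720*, *Wt1* and *Zdhhc2*, and leaving out DKO mouse 4 *Eno3* and *Mylk2*. The paper's genes *Erbb4*, *Frzb*, *Hcn1*, *Nrn1*, *Plch1*, *Ephb1*, *Lect1*, *Cndp1* and *Fam135b* passed the edgeR test in the paper's direction.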

Other observations

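*Kdm6b* rose after transection in both genotypes. It went from 7.59 ± 3.47 to 30.6 ± 8.58 CPM in control nerves (SD, n = 3; log2 fold change 2.02, SE 0.326, adjusted p = 1.10e-04 from edgeR) and from 9.60 ± 2.94 to 28.8 ± 6.22 CPM in DKO nerves (SD, n = 5; 1.58, adjusted p = 4.80e-05). The paper reports that other nerve injury data sets did not show induction of the transcript. *Kdm6a* fell by 0.32 on the log2 scale in control nerves (adjusted p = 0.0278). Of 43 subunits of Polycomb, COMPASS and deubiquitinase complexes, 11 rose and 7 fell after injury in control (12 and 9 when adjusted over the list alone) and 14 rose and 7 fell in DKO nerves, and none passed the edgeR test between DKO and control in sham or 7 dpi nerves. *Jarid2*, a partner of PRC2, rose by 0.74 and 0.75 on the log2 scale, and *Ezh1*, a catalytic subunit, fell by 0.85 and 0.79. Of 25 Hox genes, 4 rose in each genotype and 2 fell in the DKO (1 rose in control and 4 in the DKO when adjusted over the list alone). Of the 11 Polycomb genes of Fig. S4B, 9 rose and 1, *Tmprss5*, fell in each genotype.

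Markers of immune cells rose after injury. Of 16 macrophage genes, 11 rose and 1 fell in each genotype (12 rose in control when adjusted over the list alone), among them *Lyz2*, lysozyme, with log2 fold changes of 1.72 and 1.94, and *Cd68*, a lysosomal protein, with 1.27 and 1.66. By camera the adjusted p was 0.00487 and 0.00343, and adjusted p = 0.476 and 0.454 with an estimated correlation. Of 3 neutrophil genes 2 rose, and of 2 lymphocyte genes 1 rose (2 in control when adjusted over the list alone). Of the Fig. S4B lists, 10 of 11 myelin genes fell in each genotype, 4 rose and 1 fell of 7 proliferation genes in each, and 4 (5 when adjusted over the list alone) and 6 of 6 immune genes rose in control and DKO nerves. Among immediate early genes, 7 of 15 rose and 1 fell in control (8 rose when adjusted over the list alone), and 9 rose and 2 fell in DKO nerves. Of 12 endothelial genes 6 rose and 1 fell in each (7 rose in control when adjusted over the list alone), of 13 fibroblast genes 5 rose in control (6 when adjusted over the list alone) and 6 in DKO nerves, with 3 lower in each, and of 9 pericyte and smooth muscle genes 3 and 2 rose.

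Of 10 perineurial genes 7 fell in each genotype and 1 rose in the DKO, among them *Slc2a1*, a glucose transporter, by 1.46 and 1.42 on the log2 scale. Of 11 non-myelinating Schwann cell genes 8 fell in each, while 2 rose in control and 1 in DKO nerves. *Ngfr*, the receptor of neurotrophins, rose by 4.11 and 3.79. In sham nerves this list was lower in the DKO by camera (adjusted p = 3.03e-04, and 0.404 with an estimated correlation), none of its 11 genes passed the edgeR test and 1 was lower when adjusted over the list alone. Of 8 neuron genes 6 fell and 2 rose in each, among them *Nefh*, a neurofilament, with log2 fold changes of -5.70 and -4.31. Of 9 secreted Wnt antagonists 1 rose and 4 fell in control and 2 rose and 5 fell in DKO nerves, with *Wif1* at 6.96 and 6.77. Of 17 voltage-gated channels 5 rose and 7 fell in control, and 5 rose and 6 fell in DKO nerves. Of 10 neuregulin and ErbB genes 2 rose and 3 fell in control and 2 rose and 5 fell in DKO nerves. Of 13 mitochondrially encoded genes 0 fell in control and 7 in DKO nerves, and the difference between the genotypes' responses did not pass for any of them. In DKO sham mouse 15 these genes summed to 38310 CPM, against 18420 to 24840 CPM in the other DKO sham nerves, and the same library had the highest skeletal muscle sum, 35810 CPM. Of 11 adipocyte genes 0 fell in control and 1 in DKO nerves (0 when adjusted over the list alone), none of 5 erythroid genes changed, and 1 of 4 sex-linked genes fell in each genotype (*Ddx3y*). Of 29 skeletal muscle genes, 2 rose in control (0 when adjusted over the list alone), and 1 rose and 6 fell in DKO nerves (0 and 2 when adjusted over the list alone).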
